# Calcium Signaling Is Impaired in PTEN-Deficient T Cell Acute Lymphoblastic Leukemia

**DOI:** 10.3389/fimmu.2022.797244

**Published:** 2022-02-02

**Authors:** Saran Pankaew, Delphine Potier, Clémence Grosjean, Mathis Nozais, Julie Quessada, Marie Loosveld, Élisabeth Remy, Dominique Payet-Bornet

**Keywords:** thymocytes, T-ALL, PTEN, TCR signaling, calcium signaling, single-cell RNA-seq, qualitative mathematical model

## Abstract

PTEN (Phosphatase and TENsin homolog) is a well-known tumor suppressor involved in numerous types of cancer, including T-cell acute lymphoblastic leukemia (T-ALL). In human, loss-of-function mutations of *PTEN* are correlated to mature T-ALL expressing a T-cell receptor (TCR) at their cell surface. In accordance with human T-ALL, inactivation of *Pten* gene in mouse thymocytes induces TCRαβ^+^ T-ALL development. Herein, we explored the functional interaction between TCRαβ signaling and PTEN. First, we performed single-cell RNA sequencing (scRNAseq) of PTEN-deficient and PTEN-proficient thymocytes. Bioinformatic analysis of our scRNAseq data showed that pathological Pten^del^ thymocytes express, as expected, *Myc* transcript, whereas inference of pathway activity revealed that these Pten^del^ thymocytes display a lower calcium pathway activity score compared to their physiological counterparts. We confirmed this result using *ex vivo* calcium flux assay and showed that upon TCR activation tumor Pten^del^ blasts were unable to release calcium ions (Ca^2+^) from the endoplasmic reticulum to the cytosol. In order to understand such phenomena, we constructed a mathematical model centered on the mechanisms controlling the calcium flux, integrating TCR signal strength and PTEN interactions. This qualitative model displays a dynamical behavior coherent with the dynamics reported in the literature, it also predicts that PTEN affects positively IP3 (inositol 1,4,5-trisphosphate) receptors (ITPR). Hence, we analyzed *Itpr* expression and unraveled that ITPR proteins levels are reduced in PTEN-deficient tumor cells compared to physiological and leukemic PTEN-proficient cells. However, calcium flux and ITPR proteins expression are not defective in non-leukemic PTEN-deficient T cells indicating that beyond PTEN loss an additional alteration is required. Altogether, our study shows that ITPR/Calcium flux is a part of the oncogenic landscape shaped by PTEN loss and pinpoints a putative role of PTEN in the regulation of ITPR proteins in thymocytes, which remains to be characterized.

## Introduction

T-cell acute lymphoblastic leukemia (T-ALL) is a malignant proliferation of T cell progenitors. T-ALL represents 10-15% of pediatric and 20-25% of adult cases of ALL (1). This disease is a result from multiple genetic alterations affecting oncogenes and tumor suppressor genes. Among them, loss-of-function mutations of PTEN (Phosphatase and TENsin homolog) are recurrently observed (2). PTEN is a phosphatase which dephosphorylates phosphatidylinositol (3–5)-triphosphate (PIP3) into PIP2. Thus, PTEN antagonizes the function of Phosphatidylinositol 3 kinase (PI3K) and is the main negative regulator of PI3K/AKT signaling pathway. *PTEN* gene is a well-known tumor suppressor involved in numerous types of cancer (3). In T-ALL, PTEN inactivation is correlated to mature T-ALL expressing a T-cell receptor (TCR) at their cell surface and is associated with poor prognosis (4, 5). In accordance with human T-ALL, the deletion of *Pten* gene in mouse thymocytes induces TCRαβ^+^ T-ALL development (6–8).

Based on CD4 and CD8 expression, the successive steps of thymic maturation of αβ T cells are roughly composed of CD4^-^CD8^-^ double negative (DN), immature CD8 single-positive (ISP), CD4^+^CD8^+^ double-positive (DP) and finally CD4 or CD8 single-positive (SP) stages. The ‘raison d’être’ of a thymocyte is to express a functional TCR that is able to induce an immune response against a foreign antigen, while avoiding self-antigenic reaction. Therefore, quality controls of the TCR, namely positive and negative selections, occur during thymopoiesis. The positive selection aims to select thymocytes expressing a ‘fit’ TCR, which interacts with medium affinity for self-peptide-major histocompatibility complex (p-MHC). In contrast, thymocytes bearing an ‘unfit’ TCR that has no or too high affinity for p-MHC are eliminated by death-by-neglect or negative selection, respectively (9, 10). Consequently, in a physiological setting, TCR signaling dictates thymocyte fate. In a previous report (11), we investigated the impact of TCRαβ signaling during leukemogenesis. We showed that a fit TCRαβ signaling prevents T-ALL development of PTEN-deficient thymocytes while thymocytes harboring unfit TCR (that should have been eliminated during positive selection) are selected for leukemogenesis.

In this work, we seek to understand the functional interaction between TCRαβ signaling and PTEN. For this purpose, we used *Pten^flox/flox^* conditional mouse model (12) crossed with transgenic CD4-Cre mice. In the resulting Pten^del^ mice, *Pten* gene is inactivated during thymopoiesis and that leads, as stated above, to TCRαβ^+^ T-ALL development (6–8). First, we performed single-cell RNA sequencing (scRNAseq) assays whose analysis suggests that in Pten^del^ tumor cells the calcium signaling is impacted.

We confirmed these results using *ex vivo* assays and explore the mechanism of calcium pathway alteration through the construction of a mathematical model. Collectively our data uncovered that the level of IP3 receptors is strongly reduced in leukemic PTEN-deficient cells and we further found that the TCR-induced Ca^2+^ flux is abolished in these leukemic cells.

## Materials and Methods

### Mice

Mice were bred and housed in specific pathogen-free conditions in CIML animal facilities and were handled in accordance with French and European guidelines. Procedures of the project have been validated by French ethical committee (project APAFIS#4484-2016031113534101). Conditional Pten^flox/flox^ mice (12) were obtained from European Mouse Mutant Archives (EMMA). CD4-Cre mice (13) and OT-II mice (14) were bred and maintained in CIML animal facilities. Immunodeficient NOD.Cg-*Prkdc^scid^II2g^tm1Wji^*/SzJ mice (abbreviated NSG) are from Charles River. Leukemic Pten^del^ mice were usually analyzed between 10 and 15 weeks of age, while pre-leukemic Pten^del^ mice were usually aged between 4 and 8 weeks.

### Flow Cytometry Analysis

Single-cell suspensions were stained with conjugated antibodies for 30 min at 4°C and washed twice with FACS buffer (PBS, 2% fetal bovine serum (FBS), 1 mM EDTA). Multicolor flow cytometry analysis was performed with FACS Canto II (Becton–Dickinson) and data analyzed with FlowJo software (FlowJo, Becton–Dickinson). Antibodies used for flow cytometry are listed in **Supplementary Table 1**.

### Single-Cell RNA Sequencing Experiment

Thymus and spleens were processed as described previously (15). Briefly, they were dilacerated and treated with 1 mL RBC Lysis Buffer (ThermoFischer Scientific). Then cells were resuspended in PBS supplemented with 2% FBS. Splenic T cells were further purified using EasySep™ Mouse T Cell Isolation Kit (StemCell technologies). Each sample was labelled with a distinct TotalSeq™-A anti-mouse Hashtag reagent (BioLegend). The different samples were pooled, then loaded on a Chromium Chip B (10X Genomics), and cells were droplet-encapsulated with a Chromium Controller (10X Genomics). Single-cell cDNA synthesis and sequencing libraries were prepared with Chromium Single Cell 3’ v3 Library and Gel Bead kit (10X Genomics) according to manufacturer’s instructions. Libraries were sequenced using a Next-seq500 (Illumina) and the following parameters, Read1: 26 cycles, i7: 8 cycles, Read2: 57 cycles.

### Single-Cell RNA Sequencing Data Analysis

For data preprocessing, mRNA library reads were aligned to mm10 mouse genome (GRCm38) and quantified using CellRanger count (version 3.0.1). Hashtag oligos counts for cell hashing were quantified using CITE-seq-count version 1.4.3 (16), with default parameters. The produced mRNA and HTO data matrices were imported into R (v 4.0.3) and downstream analysis were performed with the Seurat package version 4.0.0 (17, 18).

To perform sample demultiplexing, hashtag oligos (HTOs) counts for each cell were normalized using a centered log ratio (CLR) transformation across cells. Then, cells were demultiplexed using the Seurat MULTIseqDemux function. Doublets and background empty droplets (negative) were subsequently removed. Before mRNA expression analysis, low quality cells were filtered from the mRNA matrix (cells expressing < 200 genes, gene expressed in < 3 cells, or cells with a proportion of mitochondrial transcripts > 10%). The expression raw counts were normalized using NormalizeData function in Seurat with the default parameters. Top 2000 highly variable features were selected using ‘FindVariableFeatures’ function in Seurat. The prediction of cell cycle phase was performed using the CellCycleScoring Seurat function, which attributes S and G2/M scores and predicts classification of each cell in either G2/M, S or G1 phase. Normalized expression data were scaled and regressed out for cell cycle variation using Seurat ‘ScaleData’ function with S and G2/M scores.

We performed a principal component analysis (PCA) using ‘RunPCA’ function on the scaled data (npc = 50) and the top 25 principal components (PCs) were selected for the downstream non-linear dimension reduction and clustering. A ‘Uniform Manifold Approximation and Projection’ (UMAP) was performed using the ‘RunUMAP’ function to embed cells in 2-dimensions space. Cell clusters were identified using Seurat ‘FindNeighbors’ and ‘FindClusters’ (using Louvain Algorithm option and a resolution of 1.5) functions. Non-T cells cluster and cluster containing only Tγδ cells were excluded from the downstream analysis. After the dataset cleaning, top 2000 highly variable features were re-selected and scaled as previously described. PCA and UMAP were re-calculated using 20 PCs. The final cell clusters were identified using Seurat ‘FindNeighbors’ and ‘FindClusters’ (with Louvain Algorithm option) functions with the first 20 PCs and coarse grain resolution of 0.7. Each computed cell clusters were assigned to thymopoiesis stages by manual curation, using thymopoiesis stage markers previously identified (19–22) and Immgen Database (23). To infer pathway activity, genes sets of pathways of interest (**Supplementary Table 2**) were retrieved from Molecular Signature Database (MSigDB) (24) and were used to score pathway activity for each cell with AUCell version 1.12.0 (25).

### Logical Modelling

The logical modelling is a qualitative approach used to represent and analyze gene regulatory networks (26, 27). It relies on a Regulatory Graph (RG) that is a directed signed graph whose nodes represent the biological components and edges, the regulation between them (positive edges for activations, and negative for inhibitions). At each component is associated a discrete variable representing its qualitative level of activity, called its state, and a logical rule, expressed with AND, OR, and NOT logic gates, specifying the dynamics for each node depending on the state of its regulators (nodes that are sources of an incoming edge). We hence parameterize the model with a set of logical rules that define the global dynamics of the system. Simulations of the logical model are performed in the asynchronous updating scheme, providing the possible trajectories of the system, i.e., sequence of successive states guided by the logical rules. As the number of states is finite, simulations will eventually lead to attractors, that can be categorized into two types: single attractors (fixed stable states), or cyclic attractors, containing at least two states. The logical model of TCR-induced calcium flux was constructed, fed with current knowledge from the literature and analyzed using GINsim version 3.0 software (28). The references for each component and interaction were annotated in the .ginml file.

### Transplantation of Leukemic Cells From *Cdkn2a^-/-^* T-ALL Mouse Model

The Cdkn2a*^-/-^* T-ALL mouse model is described in Gon et al. (11): briefly, bone marrow cells from *Cdkn2a^-/-^* mice were harvested and co-cultured for 10 days on OP9-DL1 stromal cells. Then cells were injected into NSG mice in order to generate T-ALL in around 4 months. For our study, around 1×10^6^ cells from three distinct *Cdkn2a^-/-^* T-ALL (11) were intravenously injected into tail vein of immunodeficient NSG mice. At first signs of disease (around 3 weeks post-transplantation), *Cdkn2a^-/-^* grafts were harvested from the spleen of NSG mice and were directly used for calcium flux assays.

### Calcium Flux Assay

Thymus and/or spleens from Control, Pten^del^ or *Cdkn2a^-/-^* mouse models, were dilacerated on a 70 µM nylon mesh (Corning) and treated with 1 mL RBC Lysis Buffer (ThermoFischer Scientific). Then, total thymocytes or splenocytes were washed in complete HBSS (HBSS supplemented with 0,1% bovine serum albumin, 1 mM MgCl_2_, 1 mM CaCl_2_, 10 mM HEPES buffer), loaded with Indo-1 AM (10 µM final) and incubated 20 min at 37°C with 5% CO_2_. After washing in complete HBSS, cells were stained 10 min at room temperature (RT) with anti-CD4-APC and anti-CD8-PE antibodies. Following staining, cells were washed and resuspended at 50×10^6^ cells/mL in complete HBSS. 5×10^6^ cells were first incubated with 5 µg of biotinylated anti-CD3 antibodies during 1 min at RT, then following the addition of 400 µL of warm (37°C) complete HBSS, cells were analyzed using a LSRII instrument (Becton Dickinson). We recorded during 10 min the calcium flux that was measured as the ratio of fluorescence emission at 410 nm (bound Indo-1) *versus* 475 nm (free Indo-1). Baseline fluorescence of anti-CD3-bound cells was monitored for 30 seconds before the addition of streptavidin (20 μg/mL final) to induce TCR cross linking and stimulation. Then 2 µL of ionomycin (stock solution at 1 mg/mL) was added at 8 min. Addition of ionomycin elicited an immediate Ca^2+^ response in all samples. FACS data were analyzed with FlowJo software (FlowJo, Becton–Dickinson).

### Immunoblotting

Around 2×10^7^ cells from total thymus (or from total spleen for *Cdkn2a* ^-/-^ mouse model) were lysed for 15 min at 4°C in lysis buffer (50 mM Tris-HCl pH 8, 0.02% Nonidet P-40, 20 mM EDTA pH 8) supplemented with protease and phosphatase inhibitors cocktail tablets (Roche). Then protein extracts (~80 μg) were separated by SDS-PAGE and transferred to nitrocellulose membrane using Iblot Gel Transfer stacks and Iblot system (Invitrogen). Membranes were blocked in TTBS (137 mM NaCl, 2 mM KCl, 25 mM Tris and 0.1% Tween 20) supplemented with 5% bovine serum albumin (BSA) and incubated with primary antibodies. The fluorescent secondary antibodies were added for 1 hour at room temperature. Antibodies used for immunoblotting are listed in **Supplementary Table 3**. Immunoblots were analyzed using an Odyssey^®^ infrared imaging system (Li-Cor Biosciences). For multiple probing, blots were stripped using Restore western blot stripping buffer (Pierce). Densitometric analysis were performed using ImageJ software.

### TCR Stimulation Assays

For TCR stimulation assays 2×10^7^ cells from total thymus (or from total spleen for *Cdkn2a* ^-/-^ mouse model) were resuspended in RPMI medium and first dispatched in two tubes (1×10^7^ cells each): unstimulated and stimulated. In the stimulated samples, biotinylated anti-CD3 (10 μg; clone 2C11, BD Pharmingen) and biotinylated anti-CD28 (10 μg; clone 37.51, BD Pharmingen) were added and the samples were incubated 5 min at 37°C. Then 14 μg of streptavidin (Thermo Scientific) were added in both stimulated and unstimulated samples that were further incubated 2 min at 37°C. Finally cells were lysed by the addition (vol/vol) of 2X lysis buffer (100 mM Tris, 2% Nonidet P-40, 40 mM EDTA) supplemented with protease and phosphatase inhibitors. Protein extracts were analyzed by immunoblotting as described above. Antibodies used for immunoblotting assays are listed in **Supplementary Table 3**.

### Quantitative Reverse Transcription PCR (RT-qPCR)

RNA was extracted using RNAeasy mini kit (Qiagen) according to the manufacturer’s instructions. Reverse-transcription was performed with High-capacity cDNA reverse transcription kit (Applied Biosystems), and cDNA was analyzed by quantitative real-time PCR (qPCR) on an ABI-PRISM 7500 Fast Real-Time PCR system (Applied Biosystems). PCR reactions were performed in 25 μL of diluted cDNA (10X dilution), 0.3 μmol of each primer and 12.5 μL of TB Green Premix Ex Taq (Takara). Oligonucleotides used for RT-qPCR are listed in **Supplementary Table 4**. All RT-qPCR were performed in duplicate. To allow comparison between samples, transcript quantification was performed after normalization with ABL gene using the ΔCt method and calculated according to the following formula 2^(CtABL-Ctgene)^.

### Statistical Analysis

Statistical analyses were performed using GraphPad Prism software (GraphPad Software). Significance was evaluated by 2-tailed Mann-Whitney *U* test. A *P* value inferior to 0.05 was considered significant.

## Results

### scRNA-Seq Analysis Identifies Lower Calcium Pathway Activity in Pten^del^-Specific DP Clusters

We applied a single-cell RNA sequencing approach (scRNAseq) to analyze the dynamical process of physiological/pathological thymocyte differentiation and to investigate the role of PTEN in this process. Herein we used Pten^del^×OT-II mice corresponding to Pten^del^ mice crossed with the OT-II transgenic mouse model. In the latter, OT-II corresponds to a fit transgenic Vα2/Vβ5.1 TCR recognizing the chicken Ovalbumin antigen in the context of MHC-II molecules (14). Similarly to Pten^del^ mice, Pten^del^×OT-II mice develop TCRαβ^+^ T-ALL at approximately 11 weeks of age (11). ScRNAseq assays were performed with one Pten^del^×OT-II mouse and one Control OT-II mice of 4 weeks of age. The PTEN-deficient mouse did not display clinical signs of disease at the time of dissection: spleen was of normal size, yet thymus was slightly enlarged. Accordingly, FACS analysis showed that conversely to physiological control thymocytes, a large part of DP (CD4^+^CD8^+^) cell population is TCR positive in Pten^del^×OT-II mouse (**Supplementary Figure 1A**) suggesting a pathological onset. This phenotype (high proportion of DP TCR^+^ cells) is recurrently observed in pre-leukemic Pten^del^ mice both in OT-II and non OT-II backgrounds (**Supplementary Figures 1B, C**). Thymocytes and splenic T lymphocytes samples were each marked with a distinct anti-MHC class I/CD45-hashtag oligonucleotide (HTO) antibodies, then pooled and finally analyzed by scRNAseq using 3’ 10X Genomics technology (**Figure 1A**). 

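The samples were thymocytes and splenic T cells of 1 Pten del×OT-II mouse and of 1 Control OT-II mouse, both 4 weeks old, pooled into 1 gene expression library and 1 library of hashtags, the antibody-borne oligonucleotides that name the sample of each cell. The authors aligned the reads to the mm10 genome (GRCm38) and counted unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) per gene and cell barcode with CellRanger 3.0.1, and hashtags per barcode with CITE-seq-count 1.4.3. The gene expression library held 3856 barcodes. Those that also had hashtag counts held 41122414 UMIs of 31054 genes, with a median of 4788 UMIs (501 to 81846) and 1871 genes per cell and a median of 1938.5 hashtag counts. Of the 8 hashtags, the 4 whose names hold the word fit, which the paper uses of the OT-II receptor, were taken as the samples of the OT-II pair. The other 4 hold the word unfit and were left out of every value given at a conclusion. Hashtag counts were normalized by centered log ratio and assigned with MULTIseqDemux at its quantile of 0.7, which called 189 barcodes doublets and 277 negative. Cells with at least 200 genes and at most 10% mitochondrial UMIs were kept, 1682 in all, and a first clustering removed 25 non-T cells and 54 γδ T cells. The remaining 1603 cells formed 7 clusters after cell cycle regression, with 20 principal components and a resolution of 0.7. Among them, the Pten del thymus had 653 cells with 7196045 UMIs and a median of 5610 UMIs per cell, and the Control thymus 574 cells with 3352326 UMIs and a median of 4218 UMIs per cell. The Pten del spleen had 188 cells with 869945 UMIs and a median of 4396 UMIs per cell, and the Control spleen 188 cells with 847813 UMIs and a median of 4310 UMIs per cell. Pten (ENSMUSG00000013663, chromosome 19 from 32757497 to 32826160 on GRCm38) had 149.8 (141 to 159) CPM (its counts scaled by the summed UMIs of the group) in Pten del thymocytes and 139 (126 to 152) in Control thymocytes. These reads sit at the 3′ end of the transcript, so they check nothing about the deletion. With 1 mouse per genotype there is no replicate and no test between genotypes or clusters. The intervals given for CPM, folds and shares are exact 95% intervals that cover counting error only.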

After sequencing data pre-processing, which includes the removal of poor quality cells, of cell-doublets and non-T cells (see *Materials and Methods*, *Single-Cell RNA Sequencing Data Analysis*), we projected the data using the UMAP non-linear dimensionality reduction method that enabled us to visualize cell transcriptome heterogeneity (17) (**Figure 1B**). We identified 8 clusters and assigned them to cell type according to established markers of thymopoiesis (19–23) (**Figures 1C, D**; see also **Supplementary Figure 2** for unsupervised cluster gene markers). Cluster 1 encompasses DN, ISP and DP_blast_ cells, cluster 2 corresponds to DP_small_, cluster 4 to DP_CD69+_ cells, and cluster 5 to naive CD4^+^ cells. 

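The genes that define each cluster follow the order of thymopoiesis, and the names below rest on markers that the paper lists for its own clusters of these cells. Cluster 1, with 119 cells, was led by the pre-T cell receptor gene Ptcra (ENSMUSG00000036858, chromosome 17 from 46755663 to 46763712) at 296 CPM against 8.90 in the other clusters, Il2ra (168 CPM against 5.71), Ly6d (896 CPM against 122) and Dntt (909 CPM against 168), and was called DN/ISP/DP_blast_-like. Cluster 2, with 374 cells, was led by the recombinase gene Rag1 (ENSMUSG00000061311, chromosome 2 from 101638282 to 101649501) at 507 CPM against 59.7, Arpp21 (1378 CPM against 209.7) and the chemokine receptor gene Ccr9 (1468 CPM against 308), and was called DP_small_-like. Its Cd8b1 level of 2094 (2008 to 2182) CPM and its Cd4 level of 376 (340.3 to 415) CPM were the highest of the 7 clusters. Cluster 4, with 385 cells, was led by Itm2a (778 CPM against 187), a gene induced by positive selection, and by Ccnd2 (523 CPM against 149.7), Inpp4b and Bach2, and was called DP_CD69+_-like. Cd69 stood at 201 (182 to 221) CPM in it, at 142 (120.2 to 166) in cluster 2 and at 299.8 (273 to 328) in cluster 5. Cd4 UMIs were found in 62.9% of the cells of cluster 4, Cd8b1 in 45.7% and Cd8a in 20.5%. In cluster 2, which was less deep, the shares were 60.4%, 92.5% and 88.5%. Comparisons with cluster 4 may thus not set DP against DP cells alone. Interferon-induced genes also led cluster 4, among them Ifit1 (94.1 CPM against 14.2) and Isg15 (261 CPM against 68.3), and only Itm2a of its 8 markers was among its 10 leading genes. Cluster 5, with 359 cells, was led by Ly6c1 (578 CPM against 20.0), the quiescence and egress factor gene Klf2 (1093 CPM against 204), S1pr1 (263 CPM against 38.2), whose receptor guides exit from the thymus, and Ly6a (555 CPM against 101), and was called naive CD4-like. Median depth differed between the clusters: 10970 UMIs per cell in cluster 1, 2546 in cluster 2, 4584 in cluster 4 and 4268 in cluster 5.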

Cluster 3 comprises dying cells that are featured by high proportion of mitochondrial transcripts. 

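The cells with the highest mitochondrial share in the first clustering were mostly placed in the DP_small_-like cluster 2 by the final clustering. They formed a cluster of 39 cells with a median of 6.00% mitochondrial UMIs, against 2.63% to 3.44% in the other clusters that were kept, and a median of 1053 UMIs per cell. The nuclear noncoding RNA Malat1 (ENSMUSG00000092341, chromosome 19 from 5795690 to 5802672) reached 100855 CPM, 2.03-fold (1.97 to 2.10) that of the rest of cluster 2. Against the same cells, the kinase gene Txk reached 1148 CPM, 2.87-fold (2.10 to 3.85), Slc38a2 788 CPM, 2.63-fold (1.80 to 3.73), Ankrd17 450.0 CPM, 2.54-fold (1.52 to 4.04) and Gm42418 3600.4 CPM, 2.5-fold (2.11 to 2.94). Ccr9 differed by less than its counting error, at 1.06-fold (0.821 to 1.35), while Cd8b1 was lower at 0.463-fold (0.335 to 0.623). Of these cells, 20 carried Pten del and 19 Control hashtags, and 33 of the 39 were thymic. The final clustering placed 38 of them in cluster 2 and gave no separate cluster for them. A separate cluster with a raised mitochondrial share appeared in the final clustering with automatic hashtag thresholds (41 cells), with hashtag counts normalized within cells (42 cells), without cell cycle regression (36 cells) and with up to 20% mitochondrial UMIs (88 cells, median 12.2%). Of the last, 32 of the 88 cells were in cluster 2, and only 33 were among the cells clustered at the limit of 10%.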

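Cluster 6 held 113 cells, 73 of them splenic, and was led by genes of effector and memory T cells. Among its 10 leading genes were the chemokine gene Ccl5 (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) at 2569 CPM against 13.5 in the other clusters, the cytotoxic granule gene Nkg7 (757 CPM against 21.0), S100a6 (1065 CPM against 39.0), the antigen presentation gene Cd74 (447 CPM against 11.3) and S100a4 (633 CPM against 43.9), and it was called mixed T-lineage-like. Genes of γδ T cells were not among the 10 but were found: Trdc, the constant region of the δ chain, at 674 (616 to 735) CPM and Tcrg-C1 at 107 (85.1 to 133) CPM, even though the cluster made up of γδ T cells alone had been removed. Trdc UMIs were found in 60.2% of the cells of cluster 6 at a median depth of 5698 UMIs, and in 4.57% of those of cluster 7 at 18135 UMIs. Cd8b1 stood at 309.7 (271 to 352) CPM and Cd4 at 56.9 (41.2 to 76.7) CPM. Id2, a regulator of effector and memory T cells, was at 356 (315 to 401) CPM, Il7r at 382 (339.6 to 429) CPM and Foxp3, the factor of regulatory T cells, at 14.6 (7.27 to 26.0) CPM. B cell genes were also present, with Cd79a at 91.3 (71.0 to 116) CPM in 3.54% of the cells.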

Cluster 6 named ‘mixed T-lineage cells’ includes activated CD4 SP, CD8 SP and γδ T cells. Splenic CD4 and CD8 T cells are found in clusters 5 and 6 (**Supplementary Figure 3**). 

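Splenic T cells lay in clusters 5 and 6 (332 of 376 cells, 88.3% (84.6 to 91.4)), the naive CD4-like and mixed T-lineage-like clusters, while 140 of 1227 cells, 11.4% (9.68 to 13.3), of the thymocytes did. The naive CD4-like cluster alone took 259 of 376 cells, 68.9% (63.9 to 73.5), of the splenic cells, and cluster 6 took 73 of 376 cells, 19.4% (15.5 to 23.8). By mouse, 118 of 188 cells, 62.8% (55.4 to 69.7), of the Pten del spleen and 141 of 188 cells, 75% (68.2 to 81.0), of the Control spleen were in cluster 5. Outside these clusters, most splenic cells were in the DP_CD69+_-like cluster 4 (32 of 376 cells, 8.51% (5.89 to 11.8)), which took 24 of 188 cells, 12.8% (8.35 to 18.4), of the Pten del spleen and 8 of 188 cells, 4.26% (1.85 to 8.21), of the Control spleen. The DP clusters 7 and 8 held 4 and 0 splenic cells, the latter allowing a share of up to 0.976%. Splenic cells had been purified as T cells before labelling, and thymocytes had not.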

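Clusters 7 and 8 were made up of thymocytes of the Pten del mouse, with 208 of the 215 thymic cells of cluster 7, 96.7% (93.4 to 98.7), and 33 of the 34 cells of cluster 8, 97.1% (84.7 to 99.9). The DP_small_-like and DP_CD69+_-like clusters drew on both mice, with 45.9% (40.7 to 51.2) of the thymic cells of cluster 2 and 46.7% (41.4 to 52.1) of those of cluster 4 from the Pten del mouse. Cluster 7 took 31.9% (28.3 to 35.6) of the Pten del thymocytes and 1.22% of the Control thymocytes, and cluster 8 took 5.05% of the Pten del thymocytes. Clusters 7 and 8 had medians of 18135 and 18519 UMIs per cell. Cell cycle scoring placed 79 cells of cluster 7 in S phase and 51 in G2/M, and 15 and 9 cells of cluster 8. Both coreceptor genes were detected: Cd8b1 at 893 (866 to 922) CPM in cluster 7 and 316 (277 to 359) CPM in cluster 8, and Cd4 at 89.1 (80.6 to 98.3) CPM and 118 (94.5 to 145) CPM. When the cells whose hashtag went against their Xist and Y-linked UMIs were left out, an alternative chosen after the data were seen, the shares were 99 (96.6 to 99.9)% and 100 (89.4 to 100)%.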

Finally, two clusters (7 and 8) comprising mainly Pten^del^ DP cells were detected. These two Pten^del^-specific DP clusters are labelled DP_Pten-del_ clusters.

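Cells of clusters 7 and 8 carried the mRNA profile of growing, dividing cells. They held fewer transcripts of the program of small DP cells than cluster 2, which that program in part defines. Of the genes of the MYC target and ribosome biogenesis list, all 35 measured were higher in cluster 7 than in cluster 2 (median log2 fold 1.50) and than in cluster 4 (0.86), and in cluster 8, 33 of 33 and 31 of 35 were (medians 1.17 and 0.67). Against cluster 2, the nucleolar gene Npm1 was 3.00 (2.82 to 3.2)-fold higher in cluster 7 and the spermidine synthase gene Srm 6.38 (4.43 to 9.52)-fold. Of the cell cycle genes, 26 of 28 were higher in cluster 7 than in cluster 2, with medians of 1.52 and 1.57 in cluster 7 and of 1.85 and 1.81 in cluster 8, and Top2a at 4.01 (3.42 to 4.73)-fold in cluster 7. Of the glycolysis genes, 15 of 16 were higher in cluster 7 than in cluster 2, and the medians were 0.91, 0.69, 0.97 and 0.28 in the order cluster 7 against 2, 7 against 4, 8 against 2 and 8 against 4, with Ldha at 2.37 (2.16 to 2.61)-fold. Oxidative phosphorylation genes, 21 of 22 higher in the first comparison, had medians of 0.48, 0.62, 0.57 and 0.62. Each of these medians lay above at least 93.8% of 10000 random lists of the same size and expression, except glycolysis in cluster 8 against cluster 4 (percentile 80.2). A list of FOXO1 targets, which AKT holds back through FOXO1, was lower (14 of 19 in cluster 7 against cluster 2), at medians of -1.62, -1.59, -1.72 and -1.70, each below all the random lists. Among its members, Il7r (ENSMUSG00000003882, chromosome 15 from 9505788 to 9530176) stood at 0.00857 (0.00175 to 0.0255) of its level in cluster 4, Btg1 at 0.111 (0.0996 to 0.124) of its level in cluster 2 and Klf2 at 4.93 (3.21 to 7.94)-fold against cluster 2. Among cells in G1 alone, 89 in cluster 7 and 10 in cluster 8, the medians of cell cycle genes in cluster 7 against cluster 2 and of MYC targets in cluster 8 against cluster 4 were -0.50 and -0.17. Those of FOXO1 targets against cluster 4 stayed negative but were smaller in size. With genes from 5 UMIs on, so was that of FOXO1 targets in cluster 8 against cluster 2.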

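The V(D)J recombination and DP program list was lower than in cluster 2, in cluster 7 (median log2 fold -2.09, all 17 genes lower) and in cluster 8 (-2.52), with Rag1 at 0.0504 (0.0408 to 0.0617) and 0.00529 (0.000638 to 0.0192) of its level there. Rag1 leads cluster 2 and is one of the markers that name it, so a lower level than there was largely set in advance. Against cluster 4 the medians of the list were 0.17 and 0.09, 1.08 and 0.38 with every cell thinned to 2000 UMIs, and 0.44 and 1.01 among cells in G1. Maturation and egress genes were lower than in cluster 4 (medians -2.05 and -2.37), and their medians against cluster 2 were 0.46 and 0.13. Of the proximal TCR signaling genes, 25 of 27 were lower in cluster 7 than in cluster 2, and the medians of the list were -1.23 against cluster 2 in cluster 7, and -1.25 and -1.07 in cluster 8. In cluster 7 against cluster 4 the median was -0.99 when the cell with most Elane UMIs was left out, as chosen after the data were seen. Among cells in G1, that of cluster 8 against cluster 4 was smaller in size. Of the genes of the list, Trac was 0.240 (0.230 to 0.249) of its cluster 2 level in cluster 7 and the kinase gene Prkcq 0.303 (0.260 to 0.353) of its cluster 4 level. Interferon response genes, all 14 lower in cluster 7 than in cluster 4, had medians of -1.42 and -3.19 in cluster 7 and of -2.72 and -4.34 in cluster 8. Thinned to 2000 UMIs, the 4 medians were -0.73, -2.83, -2.81 and -3.18. Among cells in G1 they were -0.33, -1.98, -1.60 and -3.16. Within cluster 2, Pten del cells stood below Control cells for this list by nearly as much as cluster 7 below cluster 2. No list was compared within the Pten del mouse alone, so the fall of cluster 7 against cluster 2 cannot be told apart from a difference between the mice. Within cluster 4, the mice differed for this list by far less than clusters 7 and 8 fell below cluster 4. Ifi27l2a stood at 0.0575 (0.0503 to 0.0656) of its level in cluster 4, a cluster that interferon genes themselves define in part. CD4/CD8 lineage genes had medians of -1.23 and -0.86 in cluster 7, T-ALL oncogenes and suppressors of -1.14 and -0.81, and NOTCH targets of -1.09 and -0.86 over 6 and 7 genes. Genes of the BCL2 family had medians of -0.72 (percentile 11.5) and 0.08 (83.5) there. The genes that define the clusters were, for cluster 7, the trypsinogen gene Prss2 (ENSMUSG00000057163, chromosome 6 from 41521787 to 41525079) at 13.2 (11.2 to 15.7)-fold its level in cluster 4, and Pdlim4 at 18.9 (9.10 to 47.2)-fold its level in cluster 2. Large folds against cluster 2 were also found in cluster 7 for S100a4, a leading gene of cluster 6, at 37.2 (12.6 to 181)-fold. Sox5, without a UMI in cluster 2, was at least 9.75-fold higher against a floor of 3 counts over the cluster (lower end of the exact interval 7.81). Cluster 8 was defined by Chchd7 (ENSMUSG00000042198, chromosome 4 from 3938888 to 3951046), 61.9 (46.6 to 83.9)-fold its cluster 2 level, its neighbor Plag1, 32.6 (15.9 to 77.7)-fold its cluster 4 level, the cell cycle inhibitor gene Cdkn1c (ENSMUSG00000037664, chromosome 7 from 143458339 to 143461050), 54.8 (34.4 to 93.1)-fold, Fabp5, 16.0 (13.3 to 19.5)-fold, and Asprv1, 88.2 (23.9 to 737)-fold. Zbtb20 and Marcks stood at 0.0331 (0.0187 to 0.0553) and 0.0354 (0.0215 to 0.0556) of their cluster 2 levels in cluster 7, and Inpp4b and Bach2, both leading genes of cluster 4, at 0.0186 (0.0105 to 0.0306) and 0.0174 (0.00628 to 0.0386) of their cluster 4 levels. In cluster 7, Prtn3, Elane, Ctsg and Ms4a3 came from 1 cell, which held at least 99.8% of their UMIs. Scaling by the median of ratios in place of the total raises every log2 fold from all cells and all UMIs by 0.41 against cluster 2 and by 0.17 against cluster 4. It turns the sign of none of the list medians above that were taken from all cells and all UMIs.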

**Figure 1:**
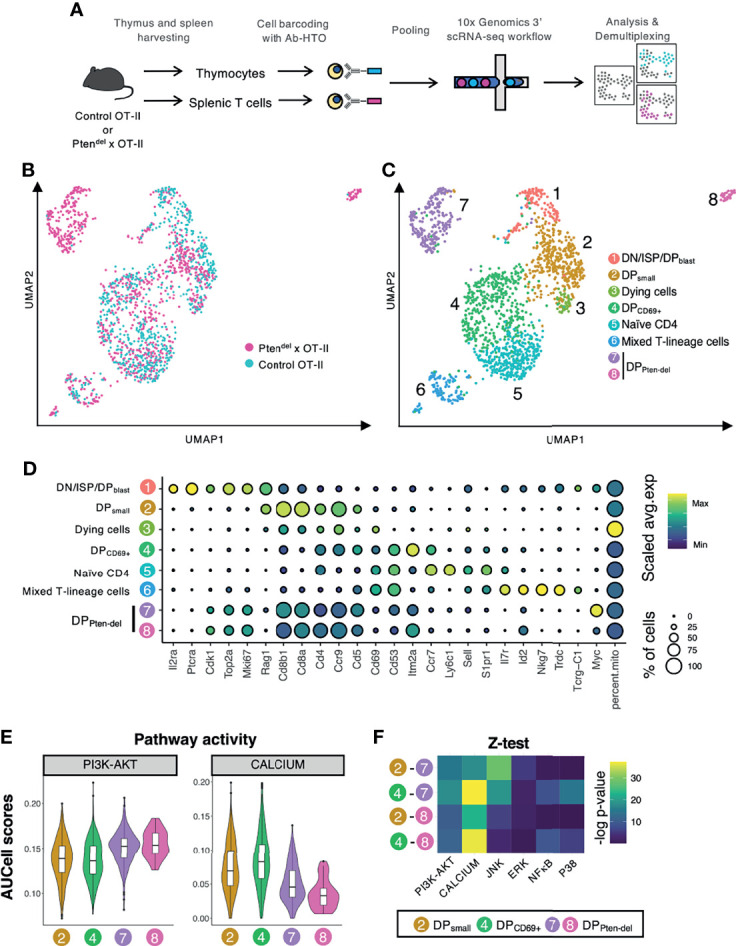
Single-cell RNAseq analysis reveals an impact of PTEN loss on calcium pathway. **(A)** Overview of scRNAseq workflow. The scRNAseq assay was performed with thymus and spleens from 4 weeks-old Control OT-II and Pten^del^×OT-II mice. Thymocytes and splenic T cells were harvested, each sample was labelled with a distinct Ab-HTO, pooled and then processed for scRNAseq using the 10X Genomics approach. Following sequencing, reads were assembled, quantified, normalized and demultiplexed to identify the original sites and samples. **(B, C)** UMAP plots of cleaned scRNAseq dataset of thymus and splenic T cells (1686 cells in total) from Control OT-II and Pten^del^×OT-II mice. The UMAP plot is colored according to mouse genotype **(B)** or to the 8 clusters **(C)**. **(D)** Dot plots showing the expression level of established marker genes of T cell differentiation. Dot color represents the scaled average expression of the specified gene across the various clusters, and dot size indicates the percentage of cells expressing the specified gene. **(E, F)** Analysis of pathways activity. Genes lists (**Supplementary Table 2**) corresponding to pathways of interest were retrieved from MSigDB database and were scored in DP clusters using AUCell. **(E)** Violin plots reporting AUCell score for PI3K/AKT and calcium pathways activity in clusters 2, 4, 7 and 8. **(F)** Heatmap of –log p-value calculated by the z-test of pathway activity, for two by two combinations of the four clusters indicated on the left. The analyzed pathways are indicated at the bottom of each column.

We assessed *Myc* expression in our scRNA-seq dataset. Indeed, in human T-ALL, PTEN loss correlates with the accumulation of MYC protein in leukemic blasts (29). The functional interaction between MYC and PTEN is also sustained by mouse models showing that inactivation of PTEN in thymocytes leads to leukemic cells over-expressing MYC (6, 8, 11). Therefore, high level of Myc expression is a reliable marker of PTEN loss-mediated leukemogenesis. 

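In the DN/ISP/DP_blast_-like cluster 1, Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374, plus strand) stood at 59.7 CPM (48.3 to 72.9), 3.2 (1.96 to 5.47)-fold the level in the DP_small_-like cluster 2. It was found in 41.2% of the cells of cluster 1 at a median of 10970 UMIs per cell and in 2.94% of those of cluster 2, whose resting cells hold little Myc, at 2546 UMIs. With every cell thinned to 2000 UMIs, the shares were 6.72% (2.95 to 12.8) and 2.11% (0.776 to 4.53), with 89 cells of cluster 2 too shallow to enter. Cluster 1 also held the highest level of the proliferation marker Mki67, 564 (528 to 602) CPM, against 121 (101 to 144) CPM in cluster 2.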

*Myc* mRNA is detected in DN/ISP/DP_blast_ cluster (cluster 1), which was expected as *Myc* is highly expressed in physiological DN thymocytes (21). *Myc* is also strongly expressed in cluster 7 and in lesser extent, in the small cell cluster 8 (**Supplementary Figure 4**). This indicates leukemia onset in these two Pten^del^-specific DP clusters.

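Myc was highest in cluster 7, at 111 CPM (101 to 121), which is 5.95 (3.81 to 9.82)-fold the level in cluster 2 and 4.94 (3.66 to 6.82)-fold that in cluster 4. In cluster 8 it stood at 26.8 CPM (16.4 to 41.4), which differs by less than its counting error from the 18.7 CPM of cluster 2 and the 22.5 CPM of cluster 4 (folds 1.43 (0.733 to 2.81) and 1.19 (0.669 to 2.05)). As the mean of log-normalized values, Myc was higher in cluster 8, at 0.183 (SD over cells 0.276), than in clusters 2 (0.0421) and 4 (0.100). It stood at 0.641 in cluster 7. Such a mean depends on depth as well as on level where a gene has few UMIs per cell. Cluster 8 had a median of 18519 UMIs per cell, against 2546 and 4584 in clusters 2 and 4. Depth and a higher level in cluster 8 thus cannot be told apart by this mean. Myc UMIs were found in 74.4% of the cells of cluster 7 and 35.3% of those of cluster 8, at a depth several times that of cluster 4, where 9.61% of the cells did. Thinned to 2000 UMIs, the level in cluster 7 was 105 CPM (76.9 to 140.1) and 17.4% of its cells held a Myc UMI, against 3.91% in cluster 4. After thinning, 0 of the 34 cells of cluster 8 did, which allows a share of up to 10.3%. The splenic clusters 5 and 6 stood at 26.0 and 18.5 CPM. Myc was among the genes that lead cluster 7, so its level there is part of what defines the cluster.

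**Figure D1:**
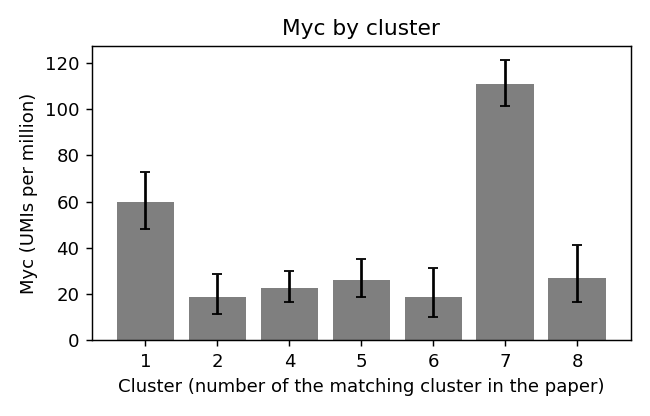
Myc in CPM of summed UMIs (vertical axis) in each cluster (horizontal axis), with bars showing the level and lines its exact 95% counting interval. Cluster 7 stands at 111 CPM, and clusters 2, 4, 5, 6 and 8 lie between 18.5 and 26.8 CPM.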

Next, in order to better characterize the two DP_Pten-del_ clusters we inferred pathway activities. To do so, we retrieved gene sets of pathways of interest from Molecular Signature Database (mSigDB) (**Supplementary Table 2**) and scored their activities in our scRNA-seq dataset using AUCell (25). We compared inferred activity levels of clusters 2 and 4 (physiological cells) and clusters 7 and 8 (Pten^del^-specific DP cells). 

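The score of the PI3K/AKT gene set was a little higher in clusters 7 and 8 than in clusters 2 and 4, and its genes did not move as a group. The median AUCell score was 0.0795 in cluster 2, 0.0799 in cluster 4, 0.0832 in cluster 7 and 0.0873 in cluster 8, with SDs over cells of 0.0191, 0.0171, 0.0128 and 0.00997. Cluster 7 thus lay 0.00367 above cluster 2 and 0.00335 above cluster 4, and cluster 8 lay 0.00780 and 0.00748 above them, each less than 1 SD over cells. Among thymocytes of the Pten del mouse alone, these differences were 0.000119, 0.00308, 0.00408 and 0.00703. Within cluster 2 the medians were 0.0824 in Pten del and 0.0776 in Control cells. Of the measured genes of the list, 29 of 86 were higher in cluster 7 than in cluster 2 and 34 of 87 higher than in cluster 4, and the median log2 folds of -0.41, -0.23, -0.37 and -0.12 (cluster 7 against 2 and 4, then 8 against 2 and 4) lay at percentiles 26.9, 7.25, 20.6 and 26.1 of the random lists. The members that stood higher include the mitotic kinase gene Cdk1, 4.95 (3.26 to 7.89)-fold its cluster 2 level in cluster 7, and the chaperone gene Calr, 1.46 (1.32 to 1.62)-fold. The lower ones include the cell cycle inhibitor gene Cdkn1b, 0.148 (0.126 to 0.173)-fold, and the TCR kinase gene Lck, 0.302 (0.281 to 0.325)-fold, while the actin regulator gene Cfl1, the member with most UMIs, was at 0.988 (0.937 to 1.04)-fold. A list of PI3K/AKT regulators had medians of -1.25, -0.57, -1.33 and -0.69, with the PI3K inhibitor gene Pik3ip1 at 0.244 (0.196 to 0.304)-fold its cluster 2 level in cluster 7 and Rheb, an activator of mTORC1, at 1.42 (1.17 to 1.75)-fold. The score ranks the genes within each cell and adds up how early those of a set come among the top 5%. With every cell thinned to 2000 UMIs, since depth differs several fold between these clusters, the differences turned to -0.00989, -0.00254, -0.0108 and -0.00342 in the same order, while at 4000 UMIs, a depth chosen after the data were seen, cluster 7 stayed 0.00289 above cluster 4 and the other differences were below 0. Thinning to 2000 UMIs left out 89 of the 374 cells of cluster 2, and fewer of its cells reach 4000. Scaling by the median of ratios moves the list medians to -0.00, -0.06, 0.04 and 0.05.

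**Figure D2:**
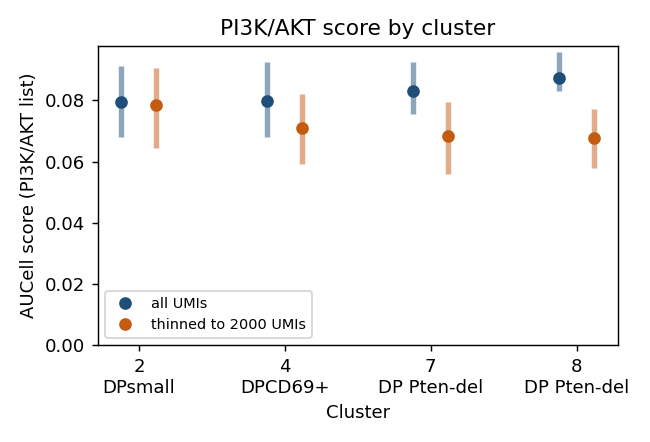
PI3K/AKT AUCell score (vertical axis, no unit) in clusters 2, 4, 7 and 8 (horizontal axis), as medians (dots) with the interquartile range over cells (lines), from all UMIs (blue) and with every cell thinned to 2000 UMIs (orange). From all UMIs the medians rise from 0.0795 in cluster 2 to 0.0873 in cluster 8, and after thinning clusters 7 and 8 lie below clusters 2 and 4.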

Consistent with the established PTEN’s function as the main PI3K antagonist (30) PI3K/AKT pathway is significantly up-regulated in DP_Pten-del_ clusters (**Figure 1E**). 

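The score of the calcium gene set was lower in clusters 7 and 8 than in clusters 2 and 4, and most measured genes of the set were lower as well. The median AUCell score was 0.0348 in cluster 2, 0.0427 in cluster 4, 0.0194 in cluster 7 and 0.0151 in cluster 8, with SDs over cells of 0.0280, 0.0298, 0.0204 and 0.0117. The differences were -0.0154 (cluster 7 minus 2), -0.0233 (7 minus 4), -0.0197 (8 minus 2) and -0.0275 (8 minus 4), and -0.0167, -0.0202, -0.0213 and -0.0247 with every cell thinned to 2000 UMIs. At 4000 UMIs, a depth chosen after the data were seen that 33 cells of cluster 2 reach, they were -0.00406, -0.0231, -0.0115 and -0.0306. Without cell cycle regression, 7 minus 2 and 7 minus 4 were -0.00709 and -0.0164. Among thymocytes of the Pten del mouse alone, compared after the results had been seen, the 4 differences were -0.0150, -0.0141, -0.0194 and -0.0185. Those against cluster 4 were thus smaller than over both mice. Of the measured genes, 15 of 16 were lower in cluster 7 than in cluster 2, 12 of 16 lower than in cluster 4, and in cluster 8 all 14 and all 15 were. The median log2 folds of -0.85, -0.88, -1.06 and -0.87 lay at percentiles 4.52, 0.0200, 1.42 and 0.230 of the random lists. The largest change was in the AP-1 gene Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222), at 6.72 CPM in cluster 7 and 267 CPM in cluster 2, a fold of 0.0252 (0.0167 to 0.0367). Junb was at 0.194 (0.176 to 0.212) of its cluster 4 level, Nfatc3, which encodes an NFAT factor, at 0.244 (0.197 to 0.301) of its cluster 2 level, and Fkbp1a, the member with most UMIs, at 0.594 (0.536 to 0.659) of its cluster 2 level and 1.02 (0.926 to 1.13) of its cluster 4 level. Without Fos, Fosl1, Jun and Junb, immediate early genes that tissue dissociation can induce, the 4 differences were -0.0123, -0.00221, -0.0235 and -0.0133. The wider list of calcium handling genes had medians of -0.98, -0.68, -1.29 and -0.66, with Tespa1 at 0.225 (0.199 to 0.253) and Calm1 at 1.24 (1.16 to 1.34) of their cluster 2 levels in cluster 7. Genes of ITPR degradation had medians of -0.35, -0.14, 0.14 and -0.01, at percentiles from 53.1 to 86.8. TCR-induced genes had medians of -0.81, -1.54, -1.24 and -0.97, and dissociation genes, which share members with them, of -0.94, -1.12, -1.11 and -1.15.

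**Figure D3:**
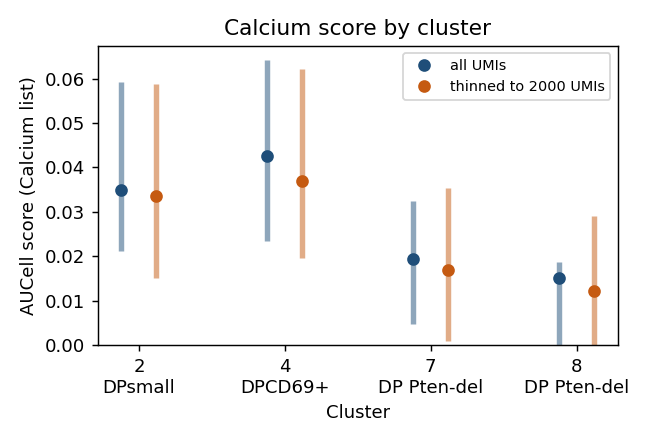
Calcium AUCell score (vertical axis, no unit) in clusters 2, 4, 7 and 8 (horizontal axis), as medians (dots) with the interquartile range over cells (lines), from all UMIs (blue) and with every cell thinned to 2000 UMIs (orange). Clusters 7 and 8 lie below clusters 2 and 4 both ways, with medians of 0.0194 and 0.0151 from all UMIs.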

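Among the other pathways, over the top 5% of genes and from all UMIs, scores for JNK and P38 were lower in the DP_Pten-del_ clusters and those for ERK and NFκB were higher. In the order cluster 7 minus 2, 7 minus 4, 8 minus 2 and 8 minus 4, the differences of median scores were -0.0214, -0.0101, -0.0147 and -0.00332 for JNK, -0.00692, -0.0167, -0.00741 and -0.0172 for P38, 0.00537, 0.000873, 0.0100 and 0.00554 for ERK and 0.0188, 0.00559, 0.0191 and 0.00591 for NFκB. The largest of the JNK differences, between clusters 7 and 2, was thus larger than that of the calcium score, and in the other 3 comparisons the calcium score differed by more than the JNK score. This order changed with the processing, for example to -0.0272 for JNK and -0.0213 for calcium (8 minus 2) at 2000 UMIs. The SDs over the cells of cluster 2 were 0.0458 for JNK, 0.0254 for P38, 0.0254 for ERK, 0.0320 for NFκB and 0.0280 for calcium. The differences are not scaled by these SDs, so their sizes do not compare directly between pathways. The genes of the NFκB list were mostly lower, 16 of 19 in cluster 7 against cluster 2 and 17 of 19 against cluster 4 (median log2 folds -0.81 and -0.84, and -1.05 and -1.03 in cluster 8), although the score was higher over the top 5%. Its member with most UMIs, the nuclear transport gene Ran, stood at 3.24 (2.95 to 3.58)-fold its cluster 2 level, and the inhibitor gene Nfkbia at 0.349 (0.303 to 0.403)-fold. The ERK list had medians of -0.39 and -0.44 in cluster 7 and -0.74 and -0.45 in cluster 8 (the last 0.19 at 2000 UMIs), and the P38 list of -0.48, -0.45, -0.86 and -0.60. Percentiles among the random lists were taken for cluster 7 without the cell with most Elane UMIs, as chosen after the data were seen. Against clusters 2 and 4 they were 46.1 and 4.64 for ERK, 36.05 and 5.03 for P38 and 5.225 and 0.06 for NFκB. Against cluster 2, the ERK and P38 lists thus did not stand out from other genes. With every cell thinned to 2000 UMIs, the differences were 0.00317, 0.00269, 0.00198 and 0.00149 for ERK and 0.00489, -0.00239, -0.00422 and -0.0115 for NFκB. Over the top 10% of genes, NFκB differences were 0.00153, -0.0196, -0.0102 and -0.0313, and P38 in 8 minus 2 stood at 0.000220. Among cells in G1, those of P38 against cluster 2 were 0.00220 (7 minus 2) and 0.00601 (8 minus 2). The ERK difference between clusters 7 and 4 was -0.000830 by means and -0.00170 among cells in G1. Under alternatives chosen after the data were seen, ERK differences were -0.00574 (7 minus 4) and -0.00184 (8 minus 4) at 1000 UMIs, -0.000459 (7 minus 2) and -0.000896 (8 minus 2) at 4000 UMIs, -0.000511 (8 minus 4) with genes ranked over the whole matrix and -0.000551 (7 minus 4) without cells of a Scrublet score above 0.2. The ranking over the whole matrix gave 0.000280, -0.0206, -0.0100 and -0.0309 for NFκB and 0.000998 for P38 in 8 minus 2. Scaling by the median of ratios turns the ERK median against cluster 2 to 0.01 in cluster 7 and the lower medians of the ITPR degradation genes to 0.06, 0.03 and 0.16. The paper takes clusters 2 and 4 as physiological cells, compares the scores of each pathway between these and clusters 7 and 8, ranks the pathways by the p-value of a z-test, in which calcium comes first of the TCR pathways other than PI3K/AKT, and from this proposes that calcium signaling is affected in Pten del tumor cells.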

Among the five others TCR downstream pathways analyzed: Calcium, ERK, P38, JNK and NFκB (**Figure 1E** and **Supplementary Figure 5**), the calcium pathway displays the most significant p-value from statistical analysis by z-test (**Figure 1F**).

### TCR-Induced Calcium Signaling Is Abrogated in PTEN Deficient T-ALL

Calcium signaling pathway is swiftly induced following TCR engagement. Indeed, upon TCR stimulation, LCK phosphorylates CD3 molecules, providing a docking site for ZAP70 which is then phosphorylated by LCK. In turn, ZAP70 phosphorylates and activates LAT, this generates a multimolecular platform (LAT signalosome) comprising several adaptors and effectors molecules, which insures the propagation of TCR signals. Among LAT-binding proteins, the phospholipase Cγ1 (PLCγ1) catalyzes the production of diacylglycerol (DAG) and inositol (1, 4, 5)-trisphosphate (IP3). IP3 binds to IP3 receptors (ITPR also known as IP3R), which are IP3-gated Ca^2+^ channel localized on the endoplasmic reticulum (ER), this induces calcium release from ER into the cytosol and triggers the activation of several downstream signaling effectors (31). Thus, to assess the potential impact of PTEN loss on the calcium signaling pathway, we performed *ex vivo* TCR stimulation assays and monitored calcium flux by flow cytometry (**Figures 2A, B**). We used Indo-1 AM compound that is a ratiometric and sensitive indicator dye for measuring intracellular calcium. Upon Indo-1 AM entry in the cell, intracellular esterase cleaves the acetyloxymethyl (AM) groups rendering Indo-1 membrane-impermeant. Then, following UV-excitation, Indo-1 fluoresces at different wavelengths depending on whether it is bound to calcium (~410 nm) or free (~475 nm), thus the ratio of these two wavelengths allows to investigate modifications in intracellular calcium concentration. As expected, TCR stimulation with anti-CD3 antibodies of CD4 SP thymocytes from Control or Control-OT-II mice leads to a strong increase of cytosolic Ca^2+^ (**Figures 2A, B**). In a sharp contrast, TCR stimulations of PTEN-deficient leukemic blasts do not induce Ca^2+^ release and the same result is observed for both OT-II and non OT-II mouse models (**Figures 2A, B**). Furthermore, we showed that CD3 is expressed at similar levels at the cell surface of control CD4 SP thymocytes and Pten^del^ T-ALL (**Figure 2C**). These results indicate that Ca^2+^ flux inhibition is not due to a specific effect of OT-II transgenic system nor to an absence of the TCR complex.

**Figure 2:**
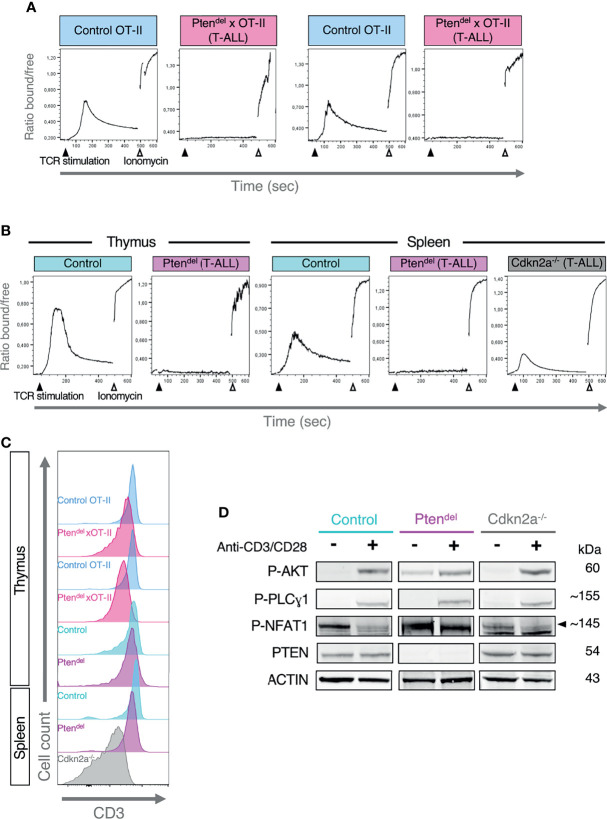
Inhibition of calcium signaling in Pten^del^ T-ALL. **(A, B)** Flow cytometry analysis of Calcium flux. Thymocytes from Control mice or T-ALL cells previously loaded with Indo-1 AM and stained with anti-CD4 and anti-CD8 antibodies, were incubated one minute with biotinylated anti-CD3 antibody and then analyzed by flow cytometry for 10 minutes. Fifty seconds following the start of acquisition, TCR stimulation was induced by addition of streptavidin, and at 8 min, ionomycin (a calcium ionophore) was added. The plots display the evolution over time of the ratio between two wavelengths, 410 nm and 475 nm corresponding to Indo-1 bound to Ca^2+^ and free Indo-1, respectively. The mouse model used is indicated on the top of each plot. **(A)** The assays were performed with OT-II mouse models in duplicate. CD4 SP thymocytes from Control OT-II or leukemic Pten^del^ × OT-II mice (aged between 10 and 12 weeks) were analyzed. **(B)** The assays were carried out with Control, Pten^del^ and *Cdkn2a^-/-^* mouse models. Plots shown are representative of 3 independent experiments. For Control and Pten^del^ mice, thymic and splenic CD4 SP cells were analyzed. For *Cdkn2a^-/-^* model, splenic T-ALL cells were analyzed. **(C)** Flow cytometry histograms showing CD3 expression in cells analyzed in panels **(A, B, D)** Analysis of early TCR signaling by immunoblotting. A representative case of Pten^del^ T-ALL (n=3), *Cdkn2a^-/-^* T-ALL (n=3) and control thymocytes (n=3) are shown. Cells from total thymus (Pten^del^ and control mice) or from total spleen of NSG mice (*Cdkn2a^-/-^* mouse model) were unstimulated (-) or stimulated (+) with anti-CD3/CD28 antibodies for 2 minutes and analyzed by immunoblotting with antibodies specific for phosphorylated AKT S473 (P-AKT), phosphorylated PLCγ1 at Y783 (P-PLCγ1), phosphorylated NFAT1 at S54 (P-NFAT1), PTEN and ACTIN. **(B, D)** Control and Pten^del^ mice were aged between 10 to 15 weeks.

We then monitored calcium flux using a *Cdkn2a^-/-^* mouse model of T-ALL that has been previously shown to be PTEN-proficient (11). Compared to Pten^del^ T-ALL, CD3 expression is lower in *Cdkn2a^-/-^* leukemic blasts (**Figure 2C**) nevertheless anti-CD3 stimulation of *Cdkn2a^-/-^* leukemic cells induces a release of Ca^2+^ (**Figure 2B**). In the same line, TCR stimulation of cells from pre-leukemic Pten^del^ mice induces a normal calcium flux (**Supplementary Figure 6**), suggesting that the oncogenic landscape shaped by PTEN loss is necessary to impair calcium signaling. The absence of a defective calcium signaling pathway in non-tumor Pten^del^ thymocytes is also supported by the analysis of pathways activities in our scRNA-seq dataset. Indeed, non-tumor Pten^del^×OT-II cells displays similar levels of calcium signaling activities compared to Control OT-II cells (**Supplementary Figure 7**).

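In the DP_small_-like cluster 2 and the naive CD4-like cluster 5, calcium scores of Pten del and Control cells were close with the full gene set and all UMIs, and in the DP_CD69+_-like cluster 4 they were lower in Pten del cells. In cluster 2 the median was 0.0350 (SD over cells 0.0258, 174 cells) in Pten del cells and 0.0348 (0.0298, 200 cells) in Control cells, a difference of 0.000128. In cluster 5 it was 0.0699 (SD over cells 0.0372, 139 cells) in Pten del cells and 0.0675 (0.0324, 220 cells) in Control cells, a difference of 0.00241. In cluster 4 it was 0.0341 (SD over cells 0.0293, 189 cells) in Pten del cells and 0.0525 (0.0285, 196 cells) in Control cells, a difference of -0.0184, less than 1 SD over cells. The genes of the set had a median log2 fold of 0.01 in cluster 2 (7 of 13 higher), 0.11 in cluster 5 (9 of 14) and -0.26 in cluster 4 (4 of 15), at percentiles 63.2, 85.8 and 0.14 of the random lists. In cluster 4, the AP-1 genes Junb and Fos stood at 0.577 (0.519 to 0.640) and 0.618 (0.467 to 0.815) of their Control levels, Jun at 0.791 (0.632 to 0.988), and Cd40lg, a gene that calcium signals induce through NFAT, at 1.48 (1.10 to 2.00). Without Fos, Fosl1, Jun and Junb in the set, the differences were 0.0112 in cluster 2, -0.00504 in cluster 5 and -0.00478 in cluster 4. With every cell thinned to 4000 UMIs, chosen after the data were seen, that of cluster 2 was -0.0211 over the 33 of its cells that were deep enough. The cells of a genotype come from 1 mouse, and the mice differ in sex. Organs were also mixed unequally. In cluster 5, 118 of the 139 Pten del cells and 141 of the 220 Control cells were splenic, and in cluster 4, 24 of 189 and 8 of 196. The differences in these 2 clusters thus mix organ with genotype.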

Next, we undertook to define whether the absence of calcium flux results from a defect in proximal TCR signaling. Thus, control thymocytes and leukemic cells were freshly harvested from mice and were stimulated for 2 minutes using biotinylated anti-CD3 and anti-CD28 antibodies. Then, protein extract from unstimulated and stimulated cells were analyzed by immunoblotting with specific antibodies (**Figure 2D**). First, we assessed the activation of AKT pathway by monitoring AKT phosphorylation at Ser473. AKT is the main downstream target of PTEN, accordingly we observed in unstimulated Pten^del^ T-ALL cells, a basal level of P-AKT that is higher than in control cells. Yet, and as previously shown (11), upon TCR stimulation, the increase of P-AKT species is similar in Pten^del^ T-ALL than in Control cells. Then we investigated the activation of PLCγ1, which is in charge to produce IP3, thus we monitored phosphorylation of PLCγ1 at Tyr783 (P- PLCγ1). In control cells, TCR stimulation using anti-CD3/CD28 antibodies induces a marked increase of P-PLCγ1 species. Yet, a similar induction was observed with Pten^del^ T-ALL indicating that TCR proximal signaling leading to PLCγ1 phophorylation and thus to the production of DAG and IP3, is not affected in those leukemic cells. NFAT factors are the main downstream effectors of calcium signaling. Indeed, the cytosolic calcium influx induces the dephosphorylation of NFAT proteins, permitting NFAT to translocate into the nuclei and to fulfill its function as a transcription factor. We assessed phosphorylation status of NFAT1 and found that CD3/CD28 stimulation induces a marked decrease in the level of NFAT1 P-Ser54 species in control cells, while this level remains unchanged in Pten^del^ T-ALL samples.

Altogether, our data show that in PTEN-deficient T-ALL, TCR-induced Ca^2+^ flux is fully abolished and consequently, the downstream effector of calcium signaling, NFAT, is impaired.

### Logical Modelling of Calcium Flux in Thymocytes

To understand the role of PTEN in the TCR-induced calcium signaling, we constructed a logical model providing a schematic view of the regulation of calcium flux between the different intracellular compartments (**Figure 3A**). The model encompasses the three major calcium reservoirs, represented by three nodes: ER_CA (endoplasmic reticulum), CYT_CA (cytosol), and MT_CA (mitochondria). Fluxes of calcium between these three components are controlled by calcium channels and regulators including, STIM1, ORIA1, ITPR_1_2 (ITPR subtype 1 and 2), MERCs_ITPR3 (ITPR3 within mitochondrial ER contact sites or MERCs) (**Figure 3B**). The TCR activation is represented by an input node of the model, and its associated variable can take three values standing for unfit low TCR activation (0), a fit TCR activation (1), and an unfit high TCR activation (2). These three values are related to the differential TCR signal strength that gives rise to the three types of thymocyte outcomes during positive and negative selection, namely death-by-neglect for unfit low TCR, survival and differentiation for fit TCR and negative selection for unfit high TCR. We also integrated PTEN as an input node. Its role on calcium signaling has been very little reported in the literature. PTEN has been described to prevent the degradation of ITPR3, therefore the loss of PTEN eventually leads to the loss of ITPR3 (35). Hence, we introduced PTEN as an activator of ITPR3. Moreover, the binding region of PTEN in ITPR3 is well conserved in ITPR1 and ITPR2 (**Supplementary Figure 8**), with high protein sequence similarity of over 85% in both, that may suggest an activation of PTEN on ITPR_1_2. We performed simulations of two versions of the model, with and without the activation of PTEN on ITPR_1_2. The model with both activations provides more realistic results so we decided to keep the activation of IP3R_1_2 by PTEN (**Supplementary Figure 9**). Finally, we introduced the input node Ubq_x which refers to the presence of an ubiquitin ligase that inhibits ITPR proteins. Indeed, Kuchay et al. also described that, in fibroblasts, PTEN competes with the ubiquitin ligase FBXL2, for the regulation of ITPR3 protein level (35). However, the ubiquitin ligase involved in ITPR degradation in thymocyte, remains to be characterized. Logical equations depicting the local dynamics are given in **Supplementary Table 5**.

**Figure 3:**
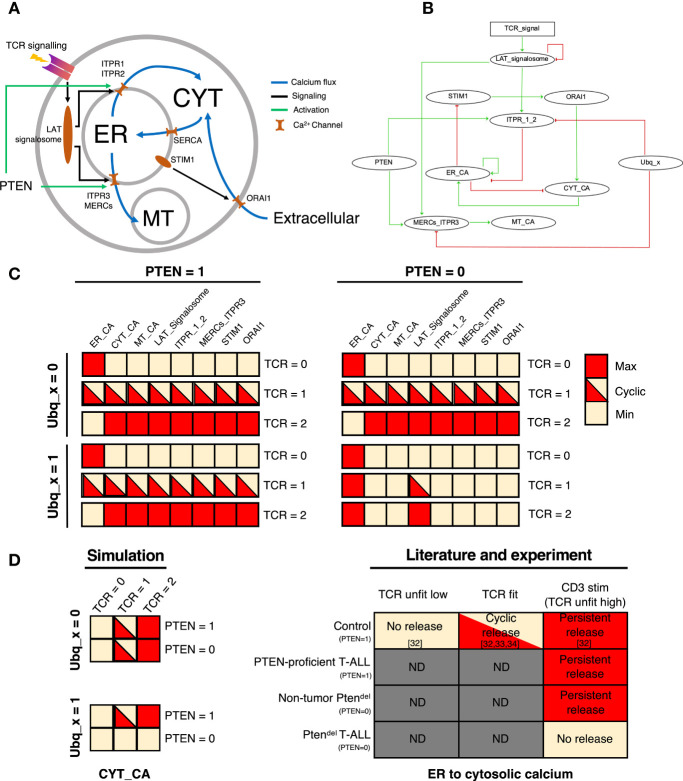
Mathematical modelling of calcium flux and analysis of the PTEN impact. **(A)** Schematic representation of TCR-induced calcium flux in thymocytes. The flow of calcium between the three major calcium compartments, endoplasmic reticulum (ER), cytosol (CYT), and mitochondria (MT) is controlled by calcium channels, such as ITPR1, ITPR2, SERCA, ORAI1, ITPR3 and MERCs with the flow direction indicated by blue arrows. Upon stimulation, TCR signaling is amplified by the LAT signalosome that notably yields to the production of IP3 that binds to its receptors (ITPR) leading to the release of Ca^2+^ from ER to cytosol. The drop of Ca^2+^ in the ER induces a conformational change of STIM1 that promotes the binding of STIM1 to ORAI1, yielding to calcium fluxes from extracellular matrix to cytoplasm. Following Ca^2+^ release from ER to cytosol, the active transport system mediated by sarcoplasmic/ER Ca^2+^-ATPases (SERCA) can sequester calcium back into ER. The putative interactions of PTEN with ITPR are indicated by green. **(B)** Logical regulatory network representing the thymocyte specific TCR-activated calcium signaling. Nodes of the network represent calcium signaling components (ellipse nodes for Boolean node, rectangular for multilevel). Green edges stand for the activations, red ones for the inhibitions (logical functions are given in **Supplementary Table 5**). **(C)** Attractors of the logical model for each combinations of inputs: simulations with PTEN=1 and PTEN = 0 are represented in the left and right columns respectively, Ubq_x =0 (top) and Ubq_x = 1(bottom), and in each situation are displayed the 3 values of the TCR (0/1/2). Colors represent the activity levels, red for active (1), yellow inactive (0). Bicolored cases represent an oscillating node (cyclical attractor). **(D)** Comparison of cytosol state simulated with the model, and biological data extracted from literature [control, see references (32–34)] and experiments (Pten^del^: non-tumor and T-ALL; PTEN-proficient T-ALL that corresponds to *Cdkn2a^-/-^* T-ALL) according to CD3 stimulation (see **Figure 2** and **Supplementary Figure 6**). ND means not determined.

Simulations of the model provide the different scenarios for each combination of input values (Ubq_x, PTEN and the TCR activation). Attractors of the dynamics stand for the asymptotical behaviors of the system, i.e. a set of states in which the system is stabilized. For each of the 6 combinations of input values, the system presents a unique attractor. When PTEN = 0 and Ubq_x = 1, the system reaches a stable state with ER_CA = 1 and all other components inactive, only the LAT_signalosome node varies according to the TCR signal (**Figure 3C**). In the others three combinations of PTEN and Ubq_x values, the system is stabilized in a state depending on the TCR activation (**Figure 3C**). When TCR=0 (no activation), the system reaches a stable state with all components inactive except ER_CA. When TCR=1, a cyclical attractor with all components cycling, except ER_CA which is inactive. Finally, the simulation with TCR=2 leads to a stable state with all components active, except ER_CA which is inactive. When PTEN is absent (PTEN=0), whatever the TCR signal, the system reaches the stable state with ER_CA=1 and all other components inactive (**Figure 3C**).

When PTEN is present, which is the case for Control thymocytes or PTEN-proficient T-ALL, we observed a calcium release (**Figures 2A, B**) which is consistent with the results of PTEN = 1 simulation (whatever the state of Ubq_x). Also, those results are in line with the calcium dynamics described by Melichar et al. study (32), which depicted an oscillating cytosolic calcium flux for thymocytes with a fit TCR (positively selected) and a prolonged calcium flux for thymocytes harboring unfit high TCR (negatively selected) (**Figure 3D**). Hence, TCR activation triggers the calcium fluxes and when there is no TCR activation, majority of cellular calcium is stored in the ER. When PTEN = 0, we have two behaviors depending on the state of Ubq_x. The results of simulations with Ubq_x = 1 and PTEN = 0 are in line with our data obtained with Pten^del^ T-ALL samples, showing the complete blockage of calcium flux upon TCR stimulation (**Figure 2**). Moreover, we showed that in Pten^del^ thymocytes, calcium from the ER can be released upon ionomycin treatment, indicating the presence of Ca^2+^ in the ER, which is also captured by the model simulation. In the other hand, calcium flux is not impaired in non-tumor PTEN deficient thymocytes (**Supplementary Figure 6**) and this is consistent with the simulation with Ubq_x = 0 and PTEN = 0. Altogether these data suggest that activation of the ubiquitin ligase may be dependent on the oncogenic landscape.

### Levels of ITPR Proteins Are Reduced in PTEN-Deficient T-ALL

In order to validate our mathematical model suggesting that PTEN may interact functionally with ITPR proteins, we undertook to assess mRNA and protein expression of IP3 receptors. Thus, using RT-qPCR and immunoblotting we analyzed control thymocytes and leukemic cells from Pten^del^ and *Cdkn2a^-/-^* T-ALL. We found that *Itpr2* and *Itpr3* mRNA are expressed at similar levels in all samples, while *Itpr1* is slightly more expressed in Control cells than in leukemic cells. However, *Itpr1* expression is alike in both Pten^del^ and *Cdkn2a^-/-^* T-ALL (**Figure 4A**). In contrast to mRNA, quantities of ITPR1 and ITPR3 proteins are drastically reduced in Pten^del^ T-ALL compared to Control thymocytes or *Cdkn2a^-/-^* T-ALL (**Figures 4B, C**). In a lesser extent, ITPR2 protein level is also decreased in Pten^del^ T-ALL. In line with calcium flux assays (**Supplementary Figure 6**), ITPRs protein levels are not markedly decreased in pre-leukemic Pten^del^ thymocytes (**Supplementary Figure 10**).

**Figure 4:**
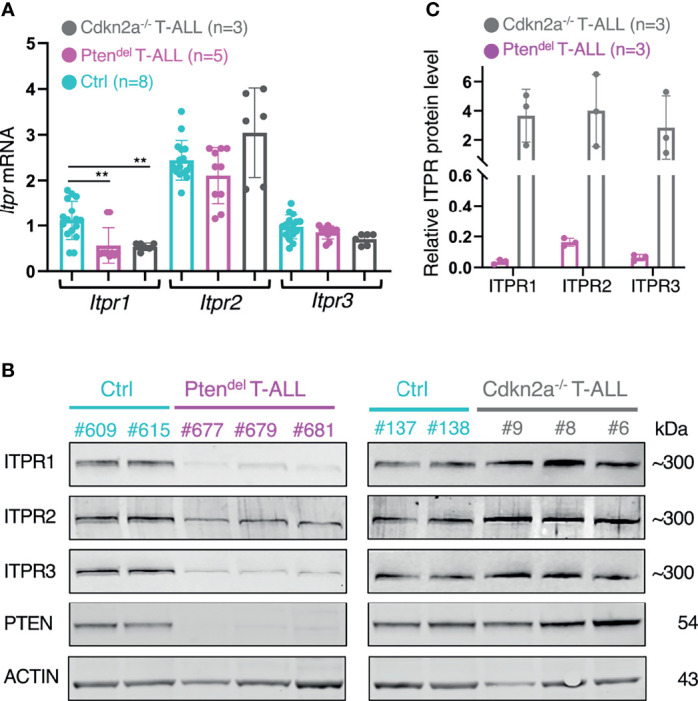
PTEN-deficiency correlates with a down regulation of IP3 receptors expression. **(A)** Quantification of *Itpr1, Itpr2* and *Itpr3* mRNA expression by RT-qPCR performed on cDNA obtained from total thymus of Control (Ctrl) mice (n = 8) and of leukemic Pten^del^ mice (n = 5), and total spleen from leukemic NSG mice engrafted with distinct *Cdkn2a^-/-^* T-ALL (n = 3). Control and Pten^del^ mice were aged between 10 and 15 weeks. The assay was performed in duplicate. Transcripts levels were normalized to ABL. Error bars show means with SD. Statistical significant difference was assessed using Mann-Whitney test (**P< 0.01). **(B)** Analysis of ITPR proteins expression. Immunoblotting assays were performed with antibodies specific for ITPR1, ITPR2, ITPR3, PTEN and ACTIN as a loading control. Total thymic cells from disease-free Control (Ctrl) and leukemic Pten^del^ mice were analyzed. Leukemic cells from *Cdkn2a^-/-^* model were harvested from spleen of NSG mice. The identification of analyzed mice or *Cdkn2a^-/^* ^-^ T-ALL is indicated (#number). **(C)** Quantification of ITPRs protein expression levels. The bands of interest in immunoblots shown in panel **(B)** were quantified and values of ITPR bands were first normalized to ACTIN. Then ITPR/ACTIN values of the Pten^del^ and *Cdkn2a^-/-^* samples were normalized to the mean values of Control samples.

Collectively, our data indicate that quantities of IP3 receptors are strongly reduced in PTEN deficient T-ALL, and we conclude that such inhibition of ITPR proteins expression is likely at the basis of the calcium flux abrogation in these Pten^del^ leukemic cells.

## Discussion

PTEN-deficient T-ALL account for 15-20% of T-ALL cases and are usually associated with mature TCRαβ^+^ subgroup (2, 36). Using mouse models, we previously showed that in a PTEN-deficient context, T-ALL onset is dependent on the nature of the TCRαβ (11). Herein, we undertook to better understand the functional interaction between PTEN and TCR signaling in leukemia. First, the analysis of scRNAseq data obtained from Pten^del^ thymocytes undergoing leukemogenesis and from PTEN-proficient control thymocytes, suggests that Ca^2+^ signaling pathway might be impacted in Pten^del^ T-ALL (**Figure 1**). We validated this observation by carrying out calcium flux assays. Indeed, we showed that upon TCR stimulation, PTEN-deficient T-ALL do not release Ca^2+^ into the cytosol (**Figure 2**). This full abrogation of calcium flux is as severe as the one described when a major component of TCR signaling is inactivated, such as LAT (37) and ZAP (38). Therefore, our result is consistent with our previous study (11) suggesting that TCR signaling is impaired in PTEN deficient T-ALL.

TCR signaling involves multiple components that trigger the activation of several downstream signaling effectors (31). In this context ITPR channels are crucial factors. Upon binding IP3 molecules, they release Ca^2+^ that activates Calcineurin/NFAT pathway, which is then endowed to turn on its transcriptional program (39).

Among the ITPR protein family, ITPR3 is described as a Ca^2+^ channel between ER and mitochondria and is part of MERCs (40). Yet the mathematical simulation of our model harboring this positive interaction between PTEN and ITPR3-MERC did not recapitulate the abrogation of calcium flux. Thus, we hypothesized that PTEN interacts with others ITPR proteins and integrated in our model a putative interaction between PTEN and ITPR1/2. Using immunoblotting we uncovered that *Pten* deletion in T-ALL cells correlates with a decrease of the three types of ITPR proteins. This result is different from Kuchay et al. study indicating that only ITPR3 is impacted by PTEN loss (29). However, this study analyzed primary fibroblasts, HeLa and COS-7, and in the proposed scenario, PTEN impedes ITPR3 degradation by competing with the ubiquitin ligase FBXL2. The authors did not find any FBXL2 binding region in ITPR1 and ITPR2, yet according to protein sequence analysis, the putative PTEN binding region described for ITPR3 is partially conserved (above 85% similarity) in ITPR1 and ITPR2. Therefore, we speculate that, in thymocytes, another ubiquitin ligase may replace FBXL2 to compete with PTEN for ITPR1/2 degradation. We also observed that calcium flux and expression of ITPR proteins are not impaired in non-tumor Pten^del^ T cells, indicating a role of the oncogenic landscape. As reported by Kuchay et al. (35), regulation of ITPR protein level may rely on the competition between PTEN and an ubiquitin ligase. Therefore, our hypothetical scenario, which is also conveyed by our mathematical model, is that, such ubiquitin ligase would be induced in T-ALL samples, favoring ITPR proteins degradation especially in the context of PTEN loss. However, the full molecular mechanism of the regulation of ITPR protein level in thymocytes, and notably the ubiquitin ligase involved remains to be characterized.

It has been previously shown that inactivation of all three ITPR subtypes in mouse thymocytes gives rise to T-ALL (41). In Ouyang et al. study, *Itpr* genes encoding for the 3 ITPR subtypes were simultaneously deleted at the DN1 stage of thymopoeisis, this led to a defect in the developmental progression of thymocytes toward DP stage and the sustain expression of NOTCH transcriptional targets which is likely at the basis of T-ALL onset (41). ITPR proteins together with Ca^2+^ channels/pumps, and exchangers are part of the Ca^2+^ signaling toolkit (42) which insures the regulation of Ca^2+^ homeostasis and orchestrates specific cellular processes. Alteration in the expression of the toolkit components can affect cell fate and be linked to oncogenic pathway (43). Our study suggests that in the context of PTEN loss-mediated leukemogenesis down-regulation of IP3 receptors expression is part of the oncogenic landscape. Yet, the contribution of the abrogation of TCR-induced calcium flux in leukemic development of thymocytes awaits future investigations.

Here we constructed a mathematical model to uncover the functional links between TCR, PTEN and calcium flux. Several logical models have depicted TCR signaling (44–47). Yet, in contrast to all these previous models designed for peripheral T cells, our model is adapted to thymocytes, as it takes into account the strength of TCR signaling, which is a crucial feature for thymic selection. Our model captures the calcium flux dynamics described in the literatures (32–34), and highlights the impact of PTEN. Our analysis suggests that PTEN may play a crucial role in the TCR signaling puzzle, in which calcium subnetwork represents an important piece. Moreover, the calcium signaling interacts with other pathways such as ERK signaling (48) and reactive oxygen species (49). Thus, building-up an extended mathematical model comprising such pathways and modelling their crosstalk may contribute to decipher the role of PTEN in physiological and pathological development of thymocytes.

## Data Availability Statement

The data presented in the study are deposited in the NCBI GEO and NCBI SRA repositories, accession numbers GSE186498 and SRP342978 respectively.

## Ethics Statement

The animal study was reviewed and approved by French ethical committee (project APAFIS#4484-2016031113534101).

## Author Contributions

CG, MN, JQ, ML, and DP-B performed the biological experiments and analyzed the data. SP and DP performed bioinformatics analysis. SP and ÉR constructed and analyzed the mathematical model. SP, DP, ÉR, and DP-B wrote the paper. All authors read and approved the final manuscript.

## Funding

This study was partly supported by research funding from the Canceropôle PACA, Institut National Du Cancer and Région Sud. SP received funding from the European Union’s Horizon 2020 research and innovation program under the Marie Skłodowska-Curie Grant Agreement No. 713750, and from the Regional Council of Provence-Alpes-Côte d’Azur, A*MIDEX (No. ANR11-IDEX0001-02). This project received financial support from ITMO Cancer of AVIESAN (Alliance Nationale pour les Sciences de la Vie et de la Santé, National Alliance for Life Sciences & Health) within the framework of the Cancer Plan (project n°C19046S) and from CNRS ‘Osez l’interdisciplinarité!’ program-’DMATh’ project.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Calcium Signaling Is Impaired in PTEN-Deficient T Cell Acute Lymphoblastic Leukemia
**Source:** Front Immunol. 2022 Feb 2;13:797244. doi: 10.3389/fimmu.2022.797244
**Supplement:** Supplementary file 1

Supplementary Material

Supplementary Figures

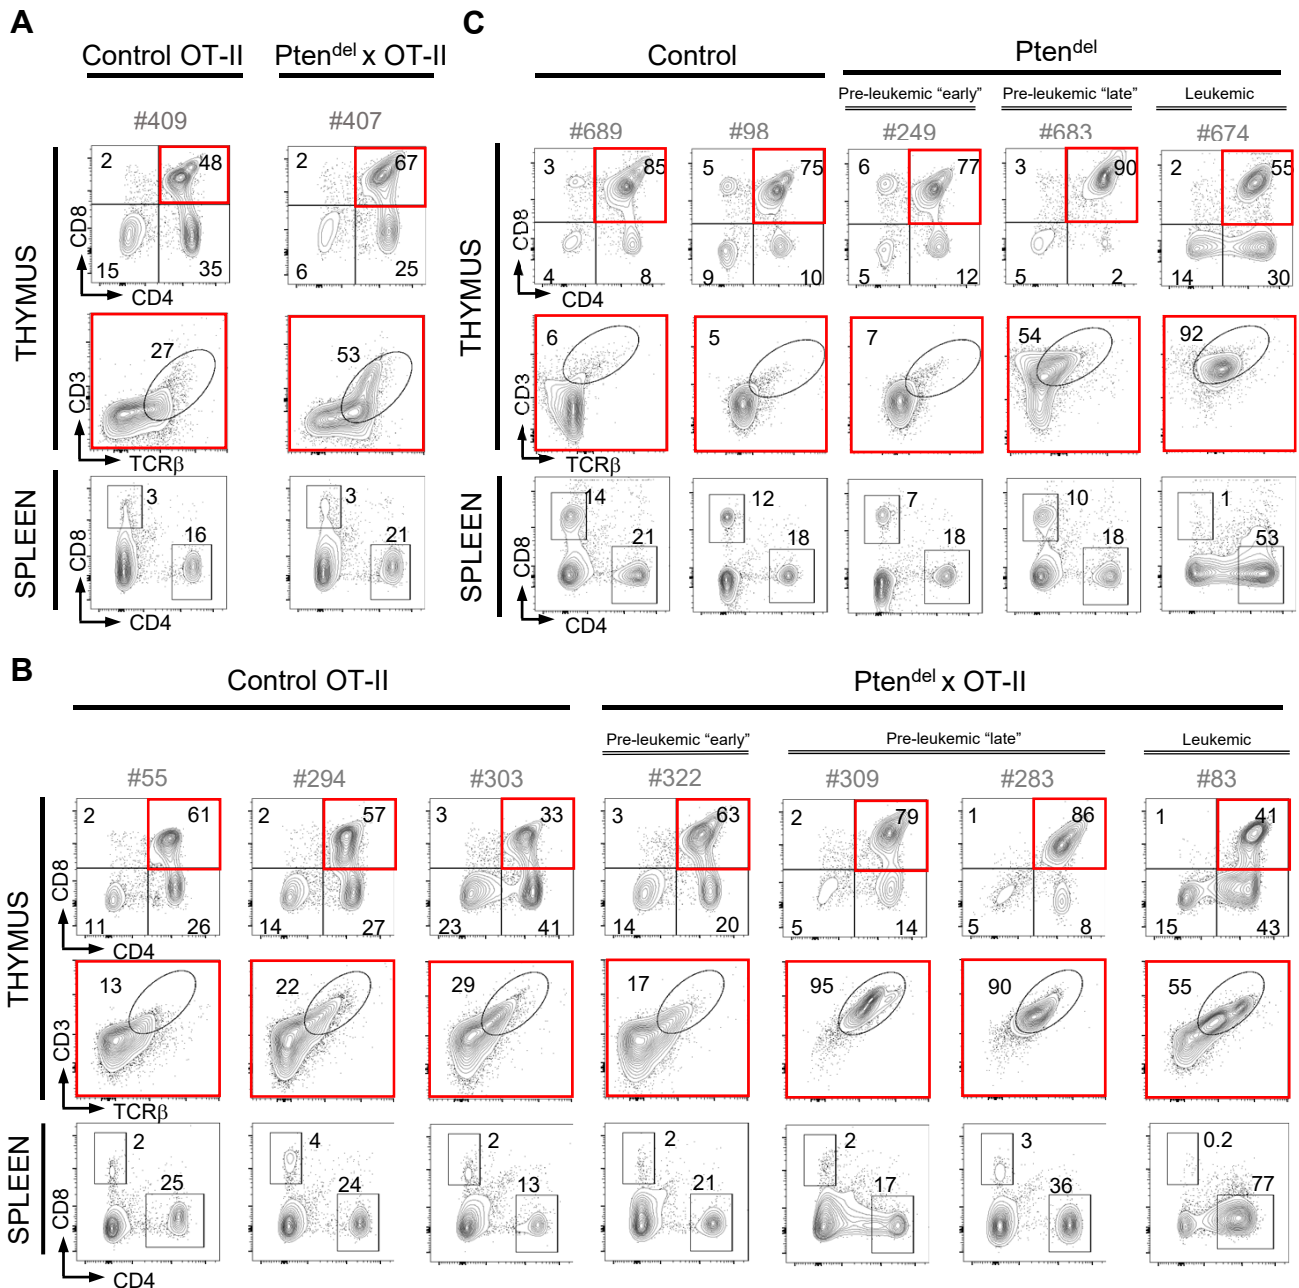

Supplementary Figure 1. Phenotypes of thymus and spleens of $Pten^{del}$ mice from different genetic backgrounds

(A, B, C) FACS contour plots showing CD4 and CD8 expression on thymocytes (top panels) and splenocytes (bottom panels) from the indicated mice. Percentages of cells in depicted gates are shown. In the middle panels, the FACS contour plots show CD3 and TCR β expression on DP thymocytes. The percentage of TCR positive cells is indicated. The identification (#number) of analyzed mice is shown. (A) Phenotypes of the control OT-II and $Pten^{del}$ x OT-II mice used for scRNA-seq analysis. (B-C) Phenotypes of additional control and $Pten^{del}$ mice in OT-II background (B) and non OT-II background mice (C). Analysis were performed at the different stages from disease-free to full-blown leukemia. In pre-leukemic stages, mice do not display clinical signs of leukemia and the spleen is not invaded by leukemic blasts. Typically in the 'pre-leukemic early' stage, thymus from $Pten^{del}$ mice are similar to Control thymus. While in 'pre-leukemic late' stage a large part of DP cells are TCR $\alpha\beta$ ⁺ and the thymus contains tumor blasts.

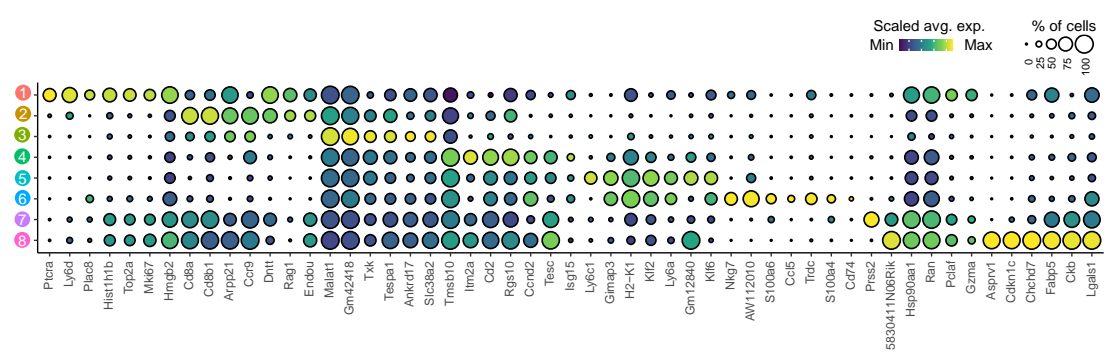

Supplementary Figure 2. Expression of marker genes across clusters

Dot plot showing the expression level of top 7 marker genes of each cluster. Dot size represents the percentage of cell expressing the gene of interest, while dot color represents the average expression of the gene of interest across the 8 clusters.

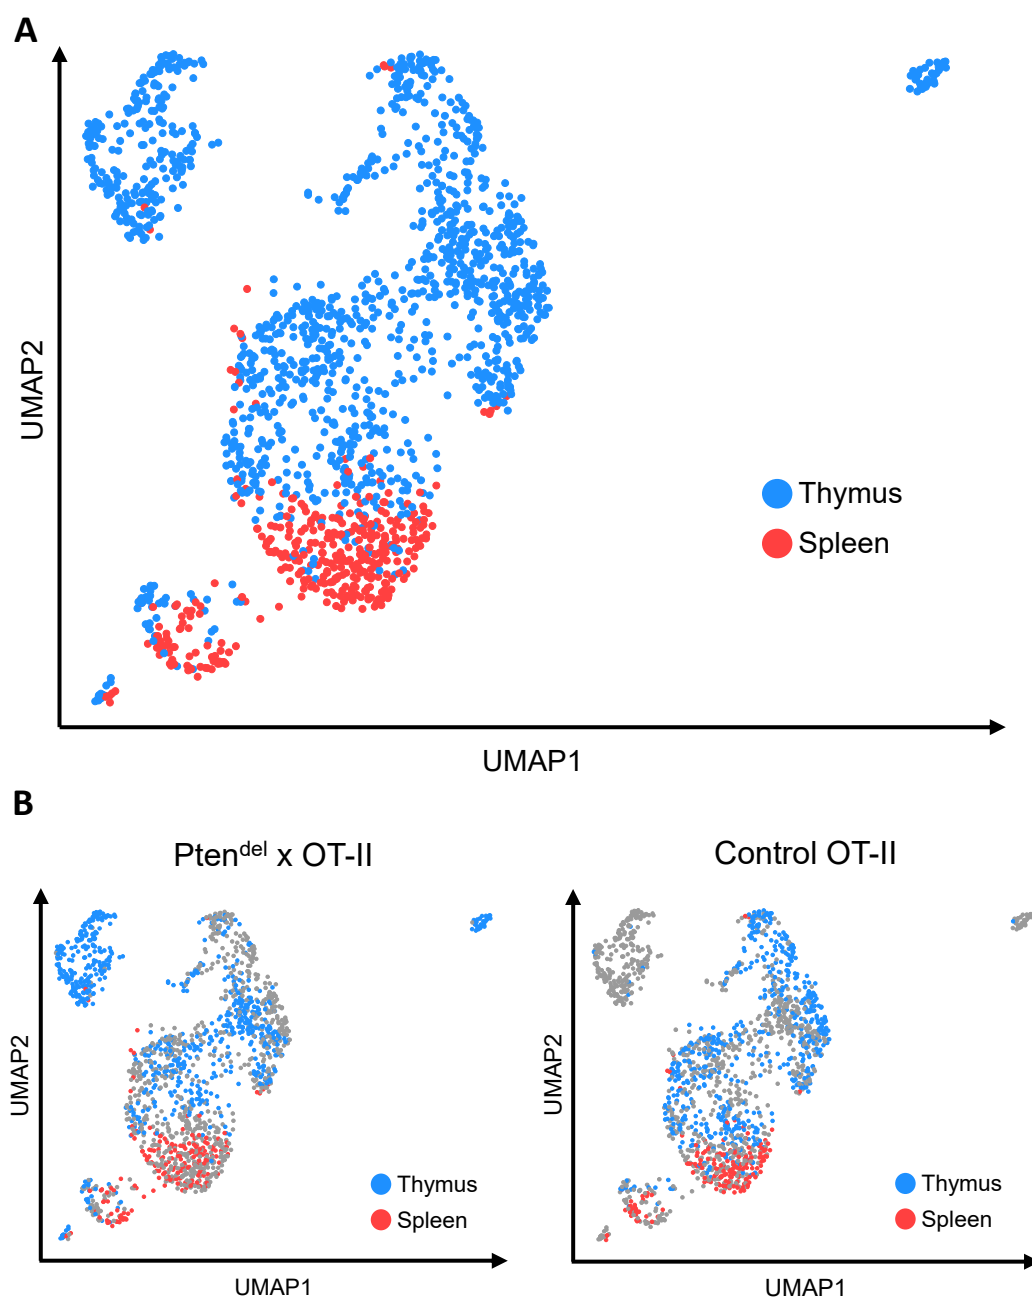

Supplementary Figure 3. Visualization of thymic and splenic cells

(A) UMAP plot colored according to tissue of origin. (B) Same as panel A except that each mouse genotype is highlighted.

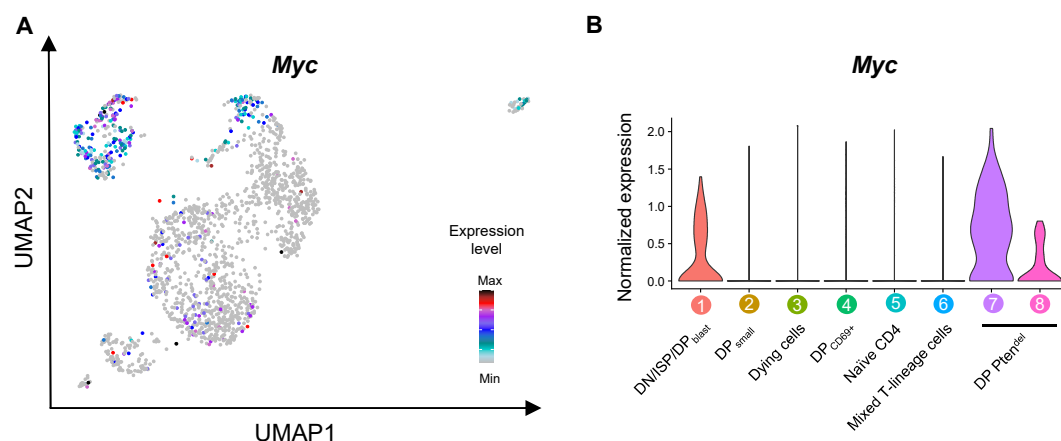

Supplementary Figure 4. Cells from *Pten*^{del}-specific DP clusters express *Myc*

(A) UMAP plot colored according to the scaled *Myc* mRNA expression. **(B)** Violin plots of normalized *Myc* expression for the 8 annotated clusters.

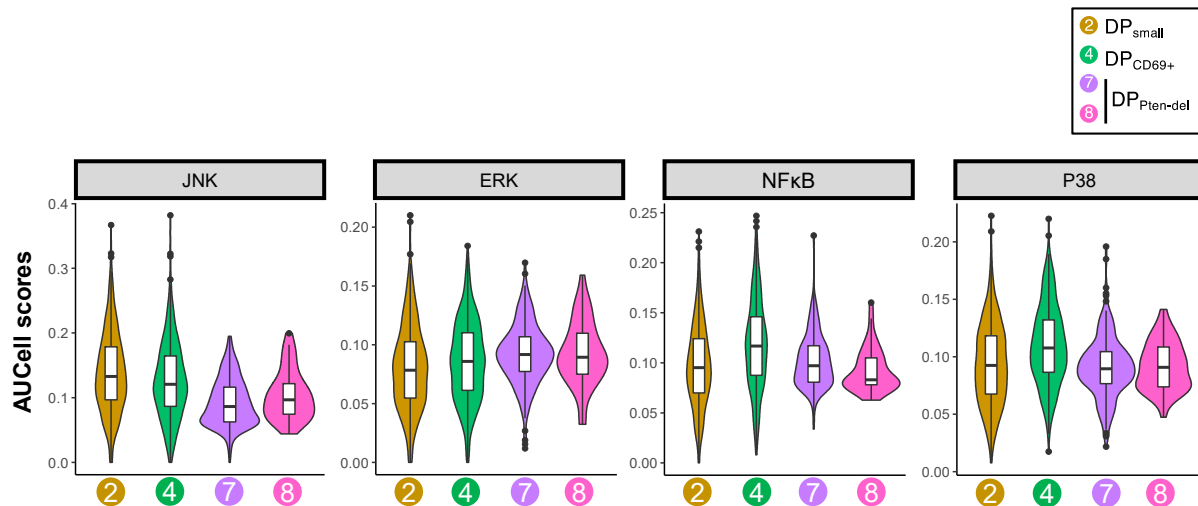

Supplementary Figure 5. Inferred JNK, ERK, NFkB and P38 pathways' activities using scRNAseq data

Violin plots displaying AUC cell scores for the inferred activity of selected pathways (ERK, P38, JNK, and NFkB) in DP clusters (clusters 2, 4, 7 and 8). The genes lists featuring each pathway were retrieved from MSigDB and are shown in Supplementary Table 2. This analysis suggests that JNK pathway is down-regulated in Pten^{del} DP cluster. It would be interesting to confirm this initial observation by additional investigations. Indeed, as JNK pathway is known to be involved in the process of negative selection of thymocytes [1], its down-regulation may impair thymocytes apoptosis.

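JNK scores were lower in the Pten del-specific clusters 7 and 8 than in the DP_small_-like cluster 2 and, by less, than in the DP_CD69+_-like cluster 4. The medians were 0.0703 in cluster 2, 0.0590 in cluster 4, 0.0489 in cluster 7 and 0.0557 in cluster 8, with SDs over cells of 0.0424, 0.0206 and 0.0239 in the last 3. Of the genes of the set, 11 of 13 were lower in cluster 7 than in cluster 2 and 12 of 13 lower than in cluster 4. Their median log2 folds were -0.98 and -0.45, and in cluster 8 -1.12 and -0.79 (the last 0.28 at 2000 UMIs), at percentiles 2.17, 8.69, 0.980 and 0.830 of the random lists. The kinase genes Map3k1 and Mapk8 were at 0.345 (0.268 to 0.446) and 0.353 (0.248 to 0.507) of their cluster 2 levels in cluster 7, Prkcb at 0.436 (0.366 to 0.520) and Lat, the member with most UMIs, at 0.697 (0.642 to 0.757). Jun, which the calcium set holds too, is also a member. Without it the differences were -0.0134, -0.00676, -0.00608 and 0.000539 (cluster 7 minus 2, 7 minus 4, 8 minus 2 and 8 minus 4), and with every cell thinned to 2000 UMIs they were -0.0224, -0.00860, -0.0272 and -0.0134. Among cells in G1, of which cluster 8 held 10, the differences of cluster 8 were 0.00738 and 0.0189, and with every cell thinned to 4000 UMIs, a depth chosen after the data were seen, they were 0 and 0.00118.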

1. Bommhardt U, Scheuring Y, Bickel C, Zamoyska R, Hünig T. MEK Activity Regulates Negative Selection of Immature CD4+CD8+ Thymocytes. *The Journal of Immunology* (2000) 164:2326–2337. doi:[10.4049/jimmunol.164.5.2326](https://doi.org/10.4049/jimmunol.164.5.2326)

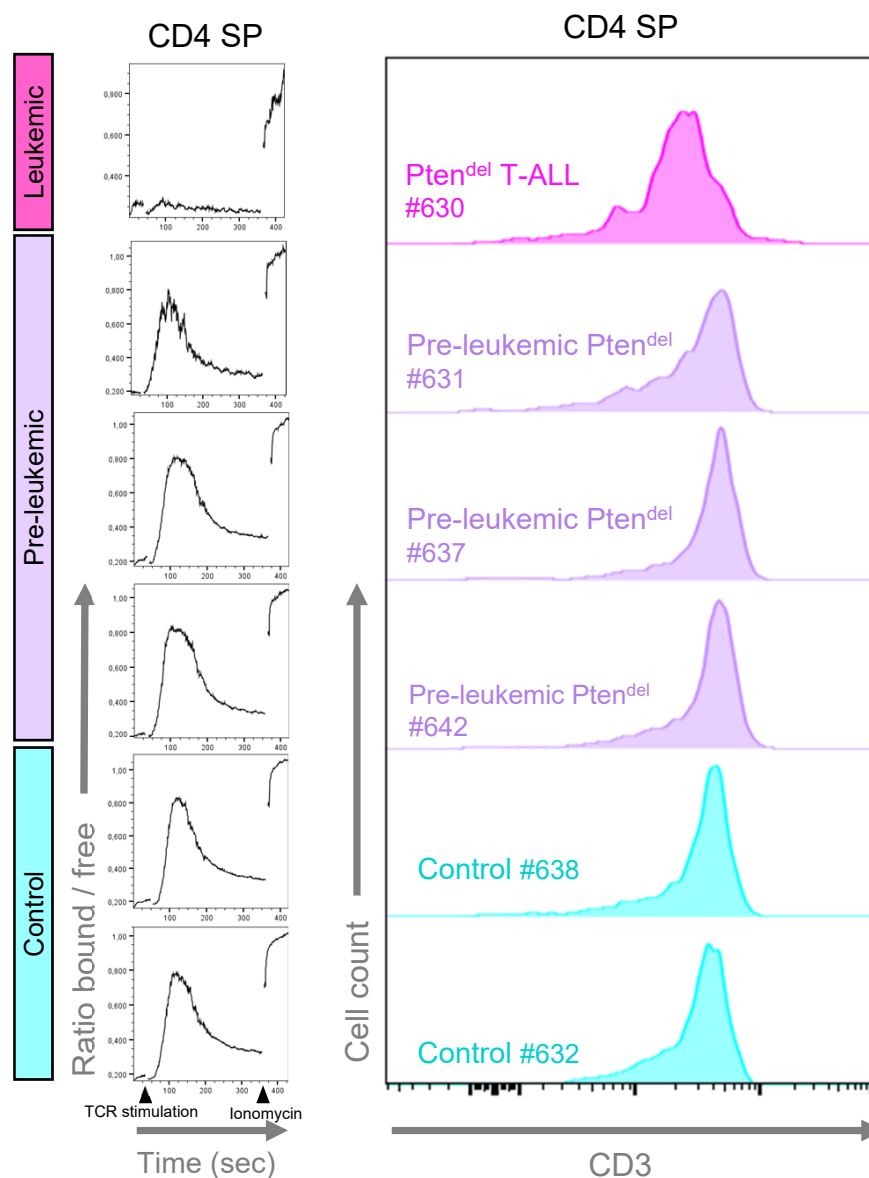

Supplementary Figure 6. Calcium flux is not impaired in non leukemic Pten^{del} thymocytes

Flow cytometry analysis of calcium flux was performed as described in Figure 2. The left panels display the assays performed with thymocytes from control mice (aged 7 and 8 weeks), pre-leukemic (aged 7 and 8 weeks) and leukemic (aged 8 weeks) Pten^{del} mice. The right panel displays flow cytometry histograms showing CD3 expression in CD4 SP thymocytes. The identification of analyzed mice is indicated (#number).

A

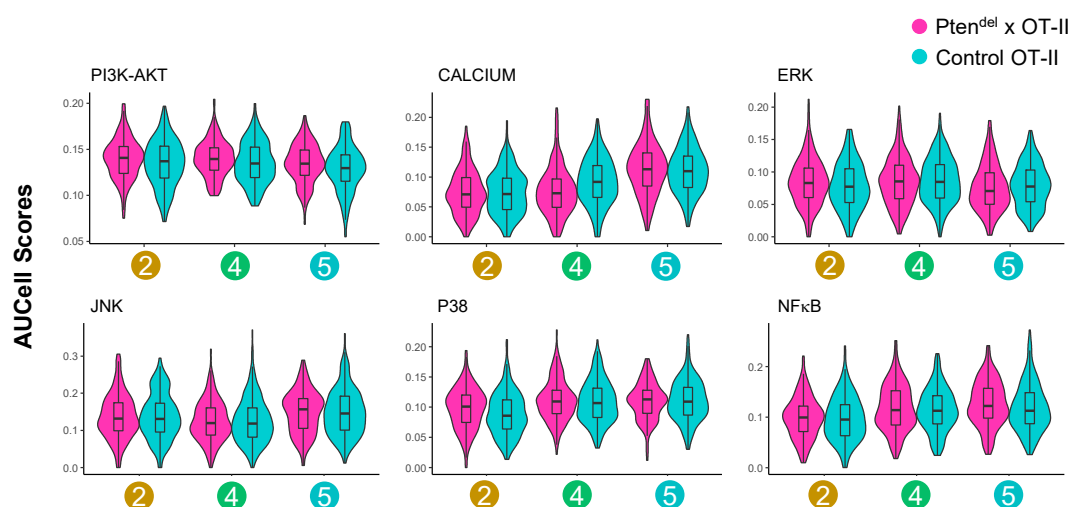

B

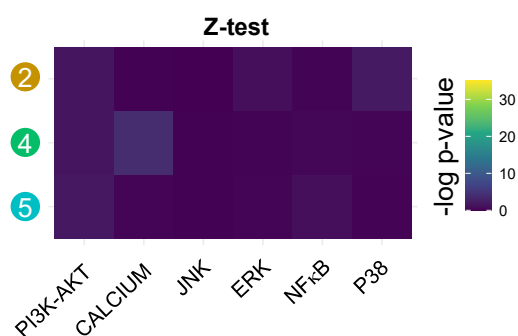

Supplementary Figure 7. Analysis of pathways activity in non-tumor cell clusters

Pathways analysis were performed as described in Figure 1. (A) Violin plots reporting AUCell scores for PI3K-AKT, calcium, ERK, JNK, P38 and NF-κB pathways activities in Control OT-II (blue violins) and Pten^{del} x OT-II (pink violins) cells of clusters 2, 4, and 5 (depicted in Figure 1C). (B) Heatmap of $-\log p\text{-value}$ calculated by the z-test of pathway activity, for Control OT-II versus Pten^{del} x OT-II cells within the 3 clusters indicated on the left. The analyzed pathways are indicated at the bottom of each column. Color scale is identical to Figure 1F.

P70227 ITPR3_MOUSE	436	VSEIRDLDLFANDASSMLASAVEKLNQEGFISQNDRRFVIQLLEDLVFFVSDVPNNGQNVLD	495
Q9Z329 ITPR2_MOUSE	436	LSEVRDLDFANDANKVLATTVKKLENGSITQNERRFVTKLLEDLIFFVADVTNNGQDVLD	495
P11881 ITPR1_MOUSE	437	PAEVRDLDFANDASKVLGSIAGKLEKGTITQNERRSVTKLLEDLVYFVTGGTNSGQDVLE	495
		:*:*****..*:.. **::* *:*** ** :*****:***. *.**:*:	
P70227 ITPR3_MOUSE	496	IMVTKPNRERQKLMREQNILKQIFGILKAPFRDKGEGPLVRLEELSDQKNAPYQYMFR	555
Q9Z329 ITPR2_MOUSE	496	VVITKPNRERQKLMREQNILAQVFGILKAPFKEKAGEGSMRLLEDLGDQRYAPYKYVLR	555
P11881 ITPR1_MOUSE	497	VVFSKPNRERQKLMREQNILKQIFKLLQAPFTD-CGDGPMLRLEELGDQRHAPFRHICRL	555
		::*:***** **:* :*:*** : *:* :*:***:*.**:* :*:*** **	
P70227 ITPR3_MOUSE	556	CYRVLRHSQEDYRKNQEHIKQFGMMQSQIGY	587
Q9Z329 ITPR2_MOUSE	556	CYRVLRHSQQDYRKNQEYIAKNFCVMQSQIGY	587
P11881 ITPR1_MOUSE	556	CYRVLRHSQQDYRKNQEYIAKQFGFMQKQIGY	587
		*****:*****:***:* .**.***	
	Identity with ITPR3	Similarity with ITPR3	
ITPR2	72.4% (110/152)	90.0% (137/152)	
ITPR1	67.1% (102/152)	85.5% (130/152)	

Supplementary Figure 8. Protein sequence comparison of PTEN-binding region across IP3 receptors

The PTEN-binding region in ITPR3 was defined by Kuchay et al. (2017); it comprises 152 amino acids (AA) ranging from AA436 to AA587. This amino acid sequence from ITPR3 was compared with the corresponding sequence from ITPR1 and ITPR2 using CLUSTAL Omega V. 1.2.4 [1]. The asterisk (*) indicates positions which have a single, fully conserved residue. The colon (:) indicates conservation between groups of strongly similar properties. The period (.) indicates conservation between groups of weakly similar properties. Percentages of identities and similarities with ITPR3 are indicated.

1. Sievers F, Wilm A, Dineen D, Gibson TJ, Karplus K, Li W, Lopez R, McWilliam H, Remmert M, Söding J, et al. Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol Syst Biol* (2011) 7:539. doi:10.1038/msb.2011.75

A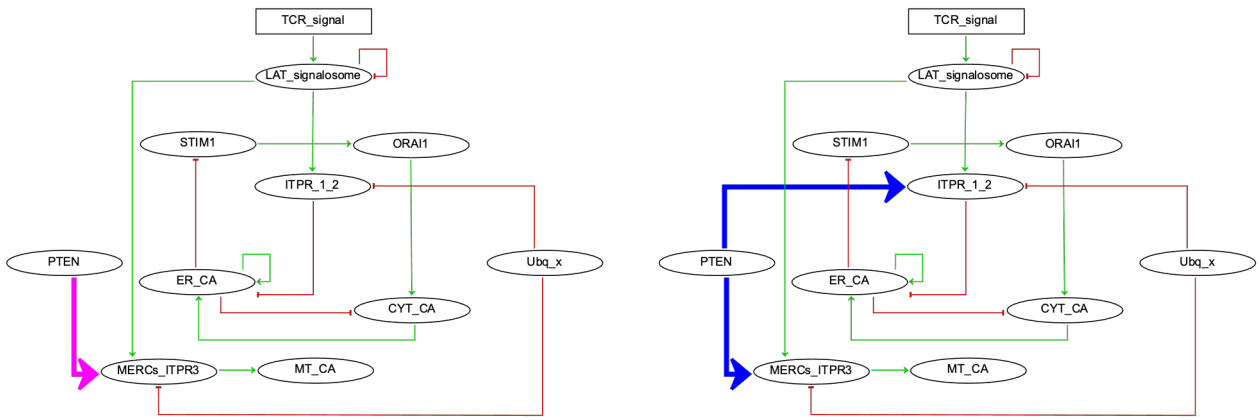**B**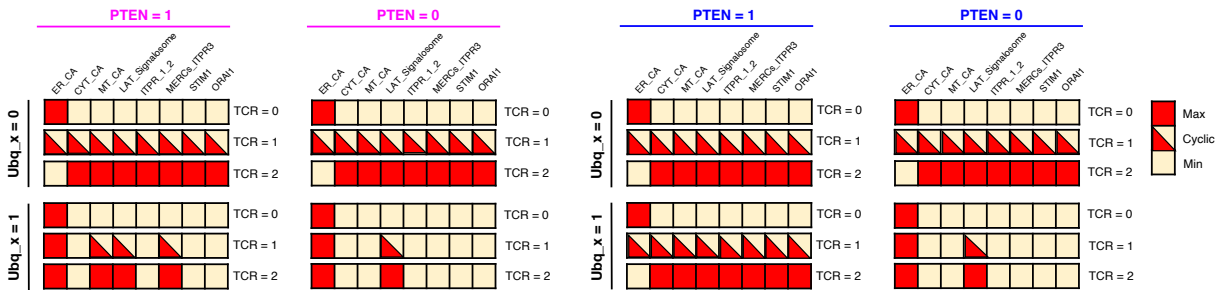

Supplementary Figure 9. Mathematical models assessing the putative role of PTEN in TCR-induced calcium flux in thymocytes

(A) Two regulatory networks representing TCR-induced calcium flux with (left) and without (right) the activation of ITPR_1_2 by PTEN. Nodes of the network represent calcium signalling component (ellipse for Boolean node, rectangular for multilevel node). The role of PTEN in each model was labelled in pink (without activation of PTEN on ITPR_1_2) and blue (with activation of PTEN on ITPR_1_2). (B) Attractors of the logical model for each combination of inputs: PTEN = 1 (left) and PTEN = 0 (right), Ubq_x = 0 (top) and Ubq_x = 1 (bottom), according to the 3 values of the TCR input (0/1/2). The color of each square represents the activity levels, red for active (1), yellow inactive (0). Bicolored case represents an oscillating node (cyclical attractor). The left panel shows the attractors from the model without the activation of PTEN on ITPR_1_2 and the right panel shows the attractor from model with the activation of PTEN on ITPR_1_2. A comparison of these simulations with the corresponding experimental data validates the presence of the activation of PTEN on ITPR_1_2.

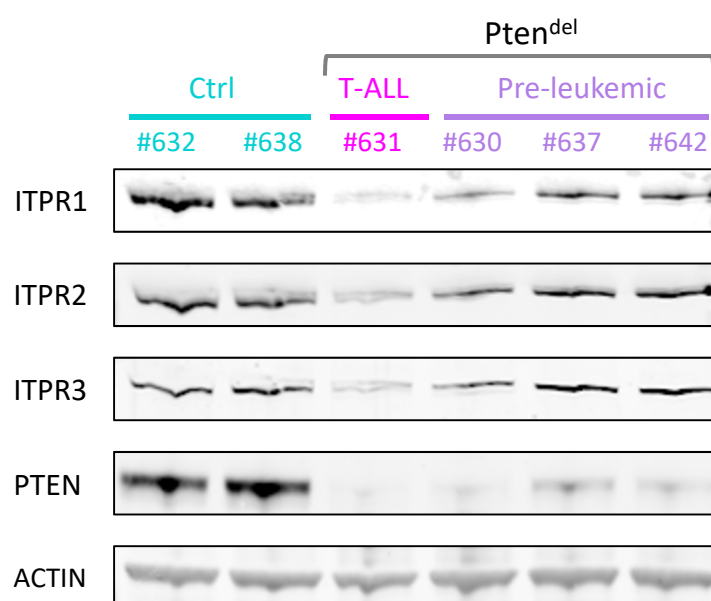

Supplementary Figure 10. Analysis of ITPRs protein expression levels in pre-leukemic Pten^{del} thymocytes

Immunoblotting assays were performed with antibodies specific for ITPR1, ITPR2, ITPR3, PTEN and ACTIN as a loading control. Thymic cells from Control (Ctrl), pre-leukemic and leukemic Pten^{del} mice were analyzed. The identification of analyzed mice (same mice as used in Supplementary Figure 6) is indicated (#number). According to our definition in Supplementary Figure 1, mice #637 and #642 were considered as ‘pre-leukemic early’ (normal thymus), while #630 as ‘pre-leukemic late’ (abnormal thymus).

Supplementary Tables

Supplementary Table 1. Antibodies used for Flow Cytometry analysis

Antibody	Company	Catalog number
CD3e biotin	BD Pharmingen	553059
CD3 APC Cy7	BD Pharmingen	560590
CD4 V450	BD Horizon	560468
CD4 APC	BD Pharmingen	553051
CD8a PE	BD Pharmingen	553033
CD8a PE Cy7	BD Pharmingen	561097
TCR $\alpha\beta$ PE	BD Pharmingen	553172

Supplementary Table 2. Gene lists of pathways of interest obtained from MSigDB database

Pathways	Curator	MSigDB R pathway name	Gene list
**Calcium**	The Pathway Interaction Database (PID)	PID_TCR_CALCIIUM_PATHWAY	Akap5, Batf3, Cabin1, Cd40lg, Chp1, Csf2, Fasl, Fkbp1a, Fos, Fosl1, Ifng, Il2, Il2ra, Il4, Jun, Junb, Nfatc1, Nfatc2, Nfatc3, Pou2f1, Ppp3ca, Ppp3cb, Ppp3r1, Prkaca, Ptgs2, Rcan1, Rcan2
**PI3K/AKT**	MSigDB Hallmark Gene Sets	HALLMARK_PI3K_AKT_MTOR_SIGNALING	Acaca, Actr2, Actr3, Akt1, Akt1s1, Ap2m1, Arf1, Arhgdia, Arpc3, Atf1, Cab39, Cab39l, Calr, Camk4, Cdk1, Cdk2, Cdk4, Cdkn1a, Cdkn1b, Cfl1, Cltc, Csnk2b, Cxcr4, Dapp1, Ddit3, Dusp3, E2f1, Ecsit, Egfr, Eif4e, Fasf, Fgf17, Fgf22, Gna14, Gngt1, Grb2, Grk2, Gsk3b, Hras, Hsp90b1, Il2rg, Il4, Irak4, Itpr2, Lck, Map2k3, Map2k6, Map3k7, Mapk1, Mapk10, Mapk8, Mapk9, Mapkap1, Mknk1, Mknk2, Myd88, Nck1, Nfkbib, Nod1, Pak4, Pdk1, Pfn1, Pik3r3, Pikfyve, Pin1, Pitx2, Pla2g12a, Plcb1, Plcg1, Ppp1ca, Ppp2r1b, Prkaa2, Prkag1, Prkar2a, Prkcb, Pten, Ptpn11, Rac1, Raf1, Ralb, Ripk1, Rit1, Rps6ka1, Rps6ka3, Rptor, Sfn, Sla, Slc2a1, Smad2, Sqstm1, Stat2, Tbk1, Them4, Tiam1, Tnfrsf1a, Traf2, Trib3, Tsc2, Ube2d3, Ube2n, Vav3, Ywhab
**JNK**	The Pathway Interaction Database (PID)	PID_TCR_JNK_PATHWAY	Crk, Crkl, Dbnl, Grap2, Jun, Lat, Lcp2, Map2k4, Map3k1, Map3k7, Map3k8, Map4k1, Mapk8, Prkcb
**ERK**	REACTOME	REACTOME_SIGNALLING_TO_ERKS	Braf, Crk, Crkl, Frs2, Grb2, Hras, Kidins220, Kras, Map2k1, Map2k2, Mapk1, Mapk11, Mapk12, Mapk13, Mapk14, Mapk3, Mapkapk2, Mapkapk3", "Nras, Rala, Ralb, Ralgs, Rap1a, Rapgef1, Rit1, Shc1, Sos1, Src, Ywhab
**P38**	The Pathway Interaction Database (PID)	PID_P38_ALPHA_BETA_PATHWAY	Blk, Ccm2, Cdc42, Dusp1, Dusp10, Dusp16, Dusp8, Fgr, Fyn, Hck, Lck, Lyn, Map2k3, Map2k4, Map2k6, Map3k12, Map3k3, Mapk11, Mapk14, Pak1, Pak2, Rac1, Rala, Ralb, Ripk1, Src, Tab1, Traf6, Yes1
**NFkB**	The Pathway Interaction Database (PID)	PID_NFKAPPAB_CANONICAL_PATHWAY	Atm, Bcl10, Birc2, Chuk, Cyld, Erc1, Ikbkb, Ikbkg, Malt1, Nfkb1, Nfkbia, Nod2, Prkca, Ran, Rela, Ripk2, Tnf, Tnfaip3, Tnfrsf1a, Traf6, Ube2d3, Xpo1

Supplementary Table 3. Antibodies used for immunoblotting assays

**Antibody**	**Company**	**Catalog number**
**ACTIN Antibody (I-19)**	Santa Cruz	sc-1616
**PTEN Antibody**	Ozyme	9559S
**ITPR1 Antibody**	Biolegend	817701
**ITPR2 Antibody**	BIO-TECHNE<br>(Novus<br>Biologicals)	NB100-2466
**ITPR3 Antibody**	BD transduction	610312
**Phospho-NFAT1 (Ser54)<br>Antibody**	Invitrogen	44-944G
**Phospho-PLCγ1 (Tyr783)<br>Antibody**	Cell signaling	14008S
**Phospho-Akt (Ser473)<br>Antibody**	Cell signaling	9271S
**Goat Anti-Rabbit IgG<br>(H+L), Highly Cross-<br>Adsorbed**	Biotium	20078
**Donkey Anti-Goat IgG<br>(H+L), Highly Cross-<br>Adsorbed**	Biotium	20277
**Goat Anti-Mouse IgG<br>(H+L), Highly Cross-<br>Adsorbed**	Biotium	20065

Supplementary Table 4. Oligonucleotide sequences

RT-qPCR Primers	Target	Sequence
Q-Abl-S	Mouse	tgtggccagtggagataacactc
Q-Abl-AS	Mouse	ttcacaccattccccattgtg
Q-Itpr1-S	Mouse	gggccaacagcactacagat
Q-Itpr1-AS	Mouse	ggatgacgggtccccaacaat
Q-Itpr2-S	Mouse	agctgagaagcgagggtgat
Q-Itpr2-AS	Mouse	tcgtccgaaggaaaatgtgc
Q-Itpr3-S	Mouse	gcttctcatccagcccttc
Q-Itpr3-AS	Mouse	agctggtgttcagttgaca

Supplementary Table 5. Logical equation of each component in calcium model

Component	Logical Equation
TCR_signal	input {0,1,2}
PTEN	input {0,1}
Ubq_x	Input {0,1}
LAT_signalosome	TCR_signal:2<br>TCR_signal:1 & !LAT_signalosome
ER_CA	(ER_CA CYT_CA) & !ITPR_1_2
CYT_CA	!ER_CA & ORAI1
MT_CA	MERCs_ITPR3
ITPR_1_2	LAT_signalosome & (PTEN !Ubq_x)
MERCs_ITPR3	LAT_signalosome & (PTEN !Ubq_x)
STIM1	!ER_CA
ORAI1	STIM1

How the deposited data were processed for this re-analysis (not part of the article)

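Thymocytes and splenic T cells of 1 Pten del×OT-II mouse and 1 Control OT-II mouse were measured by 3′ single-cell RNA sequencing in 1 pooled gene expression library with 1 hashtag library. The deposited gene expression values are UMI counts per gene and cell barcode, which the authors made with CellRanger 3.0.1 on the mm10 genome (GRCm38), without normalization, for the barcodes that CellRanger called as cells. The deposited hashtag values are counts per hashtag and barcode, made by the authors with CITE-seq-count 1.4.3 at its default parameters, also without normalization. The other deposited values are text: cell barcodes, Ensembl gene identifiers with symbols, and hashtag names, which give the organ, the word fit or unfit, and Wt or Ptendel. The hashtags with the word fit were taken as the OT-II pair. The mouse behind the hashtags with the word unfit is not stated in the paper's text, so these cells appear only in the closing section, as samples of unknown background. Gene positions come from the GENCODE M21 annotation of GRCm38.

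The steps that the paper gives were followed with Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3). Hashtag counts were transformed by centered log ratio, each hashtag over the cells, and assigned with MULTIseqDemux at a quantile of 0.7. Cells with fewer than 200 genes or over 10% mitochondrial UMIs and genes found in fewer than 3 cells were left out. Counts were log-normalized, 2000 variable genes were scaled with S and G2/M scores regressed out, and a first Louvain clustering used 25 principal components and a resolution of 1.5. A cluster of it was removed where at least 3 markers of non-T cells or of γδ T cells were among its 15 leading genes. The final clustering used 20 principal components and a resolution of 0.7. Clusters were matched to the numbers of the paper by the markers it shows, which were chosen by the study on these same cells. Leading genes were ranked by the fold of CPM against all other cells, with 20 CPM added to both sides, among genes with a UMI in at least 10% of the cells of the cluster.

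Pathway scores were computed for the Calcium, PI3K/AKT, JNK, ERK, P38 and NFκB gene sets of Supplementary Table 2 with the AUCell method, rewritten in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, since AUCell itself was not at hand. Each cell ranks the 15826 genes that pass the filter, and the score is the area under the recovery curve of the set over the top 5%, which is 792 genes. Of the genes of each set, 25 of 27 were ranked for Calcium, 96 of 102 for PI3K/AKT, 14 of 14 for JNK, 28 of 29 for ERK, 29 of 29 for P38 and 22 of 22 for NFκB. Scores were summarized as medians, with the SD over cells, and compared as differences. Such an SD describes cells of the same mouse and is no error of a difference between mice. The z-test of the paper takes cells as replicates and was not repeated.

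For levels of genes, UMIs were summed over the cells of a group and given as CPM with exact Poisson intervals. Folds of CPM carry the exact counting interval that follows from the binomial share of the counts, and shares of cells carry exact Clopper-Pearson intervals, all at 95%. A gene was measured in a comparison when it had at least 20 UMIs over both groups. A group at 0 was set to a floor of 3 counts over the group for a bound. For each gene list the median log2 fold was computed with 0.5 UMIs added to both groups, and its percentile was taken among 10000 random lists of the same size drawn from 20 bins of expression. Besides the pathways, 19 lists were used: MYC targets and ribosome biogenesis, cell cycle, glycolysis, oxidative phosphorylation, cholesterol synthesis, FOXO1 targets, PI3K/AKT regulators, V(D)J recombination and DP program, maturation and egress, CD4/CD8 lineage, proximal TCR signaling, TCR-induced genes, NOTCH targets, T-ALL oncogenes and suppressors, BCL2 family, calcium handling, ITPR degradation, interferon response and dissociation genes. Genes named in the text are those the paper names for these data, the 12 with the largest fold in each direction among genes with at least 100 UMIs over both groups and an interval outside 1.5-fold, without mitochondrial, ribosomal protein and unnamed predicted genes, and the list members with most UMIs or the largest fold. The lists, the comparisons, this rule and the alternatives were fixed before the data were examined, except the alternatives that the closing section names as chosen later.

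The comparisons were clusters 7 and 8, each against clusters 2 and 4, and Pten del against Control cells among all thymocytes and within clusters 2, 4 and 5. No test was run, because each genotype is 1 mouse and all cells share 1 library. The computation of the counting intervals was checked on simulated data in which 200 of 10353 genes were changed by a fold of 2. There, 95.9% of the intervals of unchanged genes held a fold of 1 and 94% of those of changed genes held the true fold. The simulated counts followed the Poisson model that the intervals assume. Clumping of UMIs in single cells and differences between mice were not simulated, so these shares do not measure coverage in the real data.

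Alternatives covered the hashtag normalization and threshold, the mitochondrial limit (20%), the minimum of genes (500), the resolution (0.4 and 1.2), cell cycle regression, clustering without the pathway genes and Myc, the top share of AUCell (10%), means in place of medians, every cell thinned to 2000 UMIs, sets without Fos, Fosl1, Jun and Junb, cells in G1 only, doublets called by Scrublet in scanpy 1.11.5, scaling by the median of ratios, Myc as the mean of log-normalized values and a minimum of 5 UMIs. A share or a fold was called moved when it left its counting interval, a score difference or a count when it changed by over 1.5 times, and a list median when it changed by over 1.5-fold. The limit for score differences has no spread behind it. An interval from resampling cells was tried in its place after the results had been seen, and was withdrawn. Figures were drawn with matplotlib 3.10.9. Doublets, cells without a hashtag, non-T cells and γδ T cell clusters were left out, as in the paper.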

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

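Thinning to 2000 UMIs, cells in G1 and the sets without Fos, Fosl1, Jun and Junb were set as alternatives in advance, but their use as tests of an explanation, and the other tests of this part (the thinnings to 1000 and 4000 UMIs, the comparison within the Pten del thymus, the dissociation list and the Xist and Y-linked UMIs), were chosen after the results had been seen.

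The PI3K/AKT score was higher in clusters 7 and 8 than in clusters 2 and 4. Among cells in G1, of which cluster 8 held 10, the 4 differences stayed above 0 at unmatched depth. The lowest was 0.00259, small beside the SDs over cells, so cell cycle phase cannot be excluded. Within the thymus of the Pten del mouse the differences were 0.000119 (7 minus 2, which nearly vanished from 0.00367 over both mice), 0.00308 (7 minus 4), 0.00408 (8 minus 2) and 0.00703 (8 minus 4). With every cell thinned to 1000, 2000 or 4000 UMIs, 7 minus 2, 8 minus 2 and 8 minus 4 fell below 0 at each depth (highest -0.00342). The number of UMIs per cell may thus be their source, but other sources are not excluded. Thinning to 2000 UMIs left out 89 of the 374 cells of cluster 2, and fewer of its cells reach 4000. At 2000 UMIs the median genes per cell still differed, at 1158, 1030, 982 and 1015 in clusters 2, 4, 7 and 8. For 7 minus 4, where all UMIs gave 0.00335, the values were -0.000616, -0.00254 and 0.00289, so depth and other sources cannot be told apart because the depths give different signs. Loss of PTEN stays open as a biological explanation, since each genotype is 1 mouse and thinning takes away the signal of low genes as well.

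The calcium score was lower in clusters 7 and 8 than in clusters 2 and 4. The tables argue against UMIs per cell as the whole cause, with a highest difference of -0.0167 after thinning to 2000 UMIs and -0.0158 to 1000. At 4000 UMIs, which 33 cells of cluster 2 reach, it was -0.00406 for 7 minus 2 and -0.0115 for 8 minus 2. Among cells in G1, of which cluster 8 held 10, the 4 differences stayed below 0 at unmatched depth. The highest was -0.0113, less than the SDs over cells, so cell cycle phase is not excluded as part of the cause. Within the thymus of the Pten del mouse the differences were -0.0150 (7 minus 2), -0.0141 (7 minus 4), -0.0194 (8 minus 2) and -0.0185 (8 minus 4). They argue against the handling or sex of the mouse as the whole cause. Those against cluster 4 were smaller than over both mice, so a difference between the mice may be part of them. Without Fos, Fosl1, Jun and Junb, the differences kept 80.0% (7 minus 2), 119% (8 minus 2) and 48.4% (8 minus 4), but only 9.51% for 7 minus 4, so these 4 genes may carry most of that difference. With every cell also thinned to 2000 UMIs, an alternative chosen after the data were seen, a larger part of 7 minus 4 was kept. A weaker response to tissue dissociation cannot be told apart from a weaker TCR response, because the dissociation list (highest median log2 fold -0.94) and the TCR-induced list were both lower in the 4 comparisons. The stage of the cells and an effect of the genotype on some cells of the mouse stay open, untested.

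Of the cells with Control hashtags, 9 lay in clusters 7 and 8. Of these, 7 held Xist UMIs and no Y-linked UMIs, 77.8% (40.0 to 97.2), against 14 of the other 753 Control cells, 1.86% (1.02 to 3.10). Y-linked genes stood at 37.2 CPM (13.7 to 81.0) in the 9 cells and 225 CPM (211 to 240.4) in the other Control cells, and Xist at 925 CPM (782 to 1086) and 23.0 CPM (18.6 to 28.2), which argues against the depth of clusters 7 and 8 as the cause. The Pten del mouse of the pair holds Xist UMIs and the Control mouse Y-linked UMIs, so a candidate explanation is that most of the 9 are cells of the Pten del mouse with a Control hashtag.

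A signal appeared in samples that the paper does not analyse, the cells with the hashtag word unfit, of which each genotype and organ is again 1 sample. Myc stood at 105 CPM (101 to 110.4) in the unfit Ptendel thymus and 116 CPM (103 to 131) in the unfit Ptendel spleen, against 26.7 CPM (20.9 to 33.5) and 58.4 CPM (41.8 to 79.6) in the unfit Wt organs. The median log2 folds of Ptendel against Wt in thymus and spleen were 1.12 and 1.27 for MYC targets, 1.20 and 1.26 for glycolysis and 0.52 and 2.87 for cell cycle genes. Genes of stage and lineage moved as well, with -1.99 and -1.33 for V(D)J recombination and DP program, -1.19 and -1.26 for CD4/CD8 lineage and -0.27 and -1.95 for maturation and egress genes. Cd8b1 stood at 35.7 CPM (28.4 to 44.2) in the unfit Ptendel spleen and 713 CPM (651 to 779) in the unfit Wt spleen, and Cd4 at 16.3 CPM (11.6 to 22.4) and 49.7 CPM (34.4 to 69.4).

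Cholesterol synthesis genes, which the paper does not discuss, were higher in cluster 7, with median log2 folds of 1.07 against cluster 2 (16 of 19 genes higher) and 1.18 against cluster 4 (18 of 19). Among cells in G1 these medians were 0.13 and 0.54. From all cells, Cyp51 stood at 3.81 (2.40 to 6.42)-fold and Sqle at 3.68 (2.18 to 6.68)-fold their cluster 2 levels.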

How the results depend on the processing

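The calcium score was lower in clusters 7 and 8 than in clusters 2 and 4 under every alternative that gave a value, with 58 of 58 differences below 0 and a range from -0.0488 to -0.00221. The PI3K/AKT difference fell below 0 in 11 of 50 (-0.0123 to 0.0181), ERK in 8 (-0.00574 to 0.0213), NFκB in 11 (-0.0313 to 0.0191) and P38 in 46 (-0.0288 to 0.00601) of 50 each, and JNK in 53 of 58 (-0.0467 to 0.0189). Of the 316 recomputed differences between clusters, 39 changed sign and 89 moved by over 1.5 times. Between Pten del and Control cells of a cluster 43 of 246 changed sign and 87 moved, while the calcium score in cluster 4 was lower in Pten del cells in each. Of 850 list medians 11 changed sign and 42 moved, of 517 folds of named genes 9 changed side and 121 left their counting interval, of 20 values of Myc 2 moved, of 15 of the Itpr genes 2 and of 23 cell, cluster and share values 4. Thinning left out 89 cells of cluster 2, 1 of cluster 4, 8 of cluster 5 and 3 of cluster 6, and it leaves so few UMIs of a gene that low genes cannot be compared. The ranking over the whole matrix, the thinnings to 1000 and 4000 UMIs, the thinning to 2000 UMIs without the AP-1 genes, the Scrublet score of 0.2, and the removal of the cell with most Elane UMIs and of cells whose hashtag went against their Xist and Y-linked UMIs were chosen after seeing the data. Scrublet's automatic threshold called no cell a doublet, so that alternative gave no value of its own. Without cell cycle regression no cluster matched cluster 8, so it has no values there. No paired analysis was possible because each genotype is 1 mouse. Below, 7 minus 2 stands for cluster 7 minus cluster 2, and within 2 for Pten del minus Control cells of cluster 2. Except for the sets without AP-1 genes and the removal of single cells, where the alternative itself takes the genes or cells away, the cause was not tested.

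Over the top 10% of genes, score differences were for calcium -0.0262 (7 minus 2), -0.0414 (8 minus 2), -0.0488 (8 minus 4), -0.00148 (within 2) and -0.000115 (within 5), and for PI3K/AKT 0.0164 (7 minus 2), 0.0164 (7 minus 4), 0.0177 (8 minus 2) and 0.0177 (8 minus 4). Scores of JNK differed by -0.0467 (7 minus 2), -0.0347 (7 minus 4), -0.0361 (8 minus 2) and -0.0241 (8 minus 4), and the ERK score by 0.0147 (7 minus 2), 0.00597 (7 minus 4) and 0.00134 (8 minus 4). Scores of P38 differed by -0.00376 (7 minus 2) and 0.000220 (8 minus 2), and the NFκB score by 0.00153 (7 minus 2), -0.0196 (7 minus 4), -0.0102 (8 minus 2), -0.0313 (8 minus 4) and 0.00541 (within 2).

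With means in place of medians, score differences were for calcium 0.00119 (within 2), and for JNK -0.000735 (8 minus 4). The ERK score differed by 0.000882 (7 minus 2), -0.000830 (7 minus 4), 0.00533 (8 minus 2), 0.00362 (8 minus 4), -0.0000218 (within 4) and -0.00356 (within 5), and the NFκB score by 0.00185 (7 minus 4), 0.000607 (8 minus 4) and 0.000803 (within 2).

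Without Fos, Fosl1, Jun and Junb in the Calcium and JNK sets, score differences were for calcium -0.00221 (7 minus 4), -0.0133 (8 minus 4), 0.0112 (within 2), -0.00478 (within 4) and -0.00504 (within 5), and for JNK -0.0134 (7 minus 2), -0.00608 (8 minus 2), 0.000539 (8 minus 4) and 0.000441 (within 4).

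With every cell thinned to 2000 UMIs, score differences were for calcium 0.00344 (within 2), and for PI3K/AKT -0.00989 (7 minus 2), -0.00254 (7 minus 4), -0.0108 (8 minus 2) and -0.00342 (8 minus 4). The JNK score differed by -0.0272 (8 minus 2), -0.0134 (8 minus 4) and 0.00446 (within 2), and the ERK score by 0.00317 (7 minus 2), 0.00269 (7 minus 4), 0.00198 (8 minus 2), 0.00149 (8 minus 4), -0.00119 (within 4) and -0.00425 (within 5). The P38 score differed by -0.0185 (7 minus 2) and -0.0170 (8 minus 2), and the NFκB score by 0.00489 (7 minus 2), -0.00239 (7 minus 4), -0.00422 (8 minus 2), -0.0115 (8 minus 4) and 0.00542 (within 2). List medians were -0.73 for interferon response in cluster 7 against 2, and 1.08 for V(D)J recombination and DP program in cluster 7 against 4. Others were -0.36 for JNK and -0.63 for calcium handling in cluster 8 against 2, and 0.28 for JNK, 0.19 for ERK, -0.35 for NFκB, 2.47 for cell cycle and -3.18 for interferon response in cluster 8 against 4. Others were -0.45 for FOXO1 targets, -1.08 for NOTCH targets and -0.92 for interferon response between genotypes in thymocytes, and -0.78 for maturation and egress between genotypes in cluster 2. Others were 0.0242 for proximal TCR signaling and 0.0560 for interferon response between genotypes in cluster 4, and -0.0987 for cholesterol synthesis and -0.0929 for cell cycle between genotypes in cluster 5. Myc in cluster 8 over clusters 2 and 4 stood at 0 both times, and Ccl5 in cluster 5 between genotypes at 0.

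Thinned to 2000 UMIs and without the AP-1 genes, score differences were for calcium -0.00812 (7 minus 4), -0.0141 (8 minus 4), 0.0109 (within 2), -0.00250 (within 4) and -0.000961 (within 5), and for JNK -0.00416 (7 minus 4), -0.0240 (8 minus 2), -0.00916 (8 minus 4), 0.00495 (within 2) and 0.000294 (within 4).

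Thinned to 1000 UMIs, score differences were for calcium -0.0302 (8 minus 2), 0.000411 (within 2), -0.00863 (within 4) and 0.00365 (within 5), and for PI3K/AKT -0.00644 (7 minus 2), -0.000616 (7 minus 4), -0.0109 (8 minus 2), -0.00512 (8 minus 4) and -0.00127 (within 5). The JNK score differed by -0.0162 (7 minus 4) and 0.00378 (within 2), and the ERK score by 0.000505 (7 minus 2), -0.00574 (7 minus 4), 0.00441 (8 minus 2), -0.00184 (8 minus 4) and -0.00328 (within 4). The P38 score differed by -0.0143 (7 minus 2), -0.0149 (8 minus 2) and -0.0000666 (within 5), and the NFκB score by 0.00454 (7 minus 2), 0.000990 (7 minus 4), -0.000466 (8 minus 2), -0.00402 (8 minus 4) and -0.00192 (within 4).

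Thinned to 4000 UMIs, score differences were for calcium -0.00406 (7 minus 2), -0.0115 (8 minus 2) and -0.0211 (within 2), and for PI3K/AKT -0.00581 (7 minus 2), -0.0123 (8 minus 2), -0.00361 (8 minus 4) and -0.00461 (within 2). Scores of JNK differed by -0.0119 (7 minus 2), 0 (8 minus 2), 0.00118 (8 minus 4) and 0.00241 (within 4), and the ERK score by -0.000459 (7 minus 2), 0.00165 (7 minus 4), -0.000896 (8 minus 2), 0.00122 (8 minus 4) and -0.00181 (within 5). Scores of P38 differed by -0.0163 (7 minus 2), -0.0265 (7 minus 4), -0.0187 (8 minus 2), -0.0288 (8 minus 4) and -0.00317 (within 2), and the NFκB score by 0.00518 (7 minus 2), 0.00256 (7 minus 4), 0.00641 (8 minus 2), 0.00379 (8 minus 4) and 0.00603 (within 2). The PI3K/AKT difference of 7 minus 4 stayed above 0 at 0.00289. Of cluster 2, 33 cells were deep enough for it.

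With genes ranked over the whole matrix, score differences were for calcium -0.0349 (7 minus 4), -0.0353 (8 minus 2), -0.0479 (8 minus 4), 0.00118 (within 2) and 0.00457 (within 5), and for PI3K/AKT 0.0178 (7 minus 2), 0.0135 (7 minus 4), 0.0181 (8 minus 2) and 0.0138 (8 minus 4). The JNK score differed by -0.0453 (7 minus 2), -0.0318 (7 minus 4), -0.0319 (8 minus 2), -0.0184 (8 minus 4), 0.00134 (within 2) and 0.00185 (within 4), and the ERK score by 0.0213 (7 minus 2), 0.00634 (7 minus 4), -0.000511 (8 minus 4), -0.00817 (within 4) and -0.0000232 (within 5). The P38 score differed by -0.000796 (7 minus 2) and 0.000998 (8 minus 2), and the NFκB score by 0.000280 (7 minus 2), -0.0206 (7 minus 4), -0.0100 (8 minus 2), -0.0309 (8 minus 4) and 0.000442 (within 2).

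Among cells in G1, score differences were for calcium -0.0363 (8 minus 2), -0.0450 (8 minus 4), -0.00228 (within 2) and 0.00503 (within 5), and for PI3K/AKT 0.0140 (8 minus 2) and 0.0131 (8 minus 4). Scores of JNK differed by 0.00738 (8 minus 2) and 0.0189 (8 minus 4), and the ERK score by -0.00170 (7 minus 4). Scores of P38 differed by 0.00220 (7 minus 2), -0.00754 (7 minus 4), 0.00601 (8 minus 2) and -0.00373 (8 minus 4), and the NFκB score by 0.00282 (8 minus 4) and 0.00603 (within 2). List medians were 0.82 for MYC targets, 0.13 for cholesterol synthesis, -0.50 for cell cycle, 1.06 for maturation and egress and -0.33 for interferon response in cluster 7 against 2, and -0.95 for FOXO1 targets, 0.54 for cholesterol synthesis, 0.0224 for cell cycle and -1.98 for interferon response in cluster 7 against 4. Others were -0.53 for JNK, -0.65 for calcium handling, -0.57 for TCR-induced genes, 0.53 for MYC targets, 0.37 for glycolysis, 0.45 for cell cycle, -1.76 for V(D)J recombination and DP program, -0.43 for T-ALL genes and -1.60 for interferon response in cluster 8 against 2, and -0.41 for proximal TCR signaling, -0.17 for MYC targets, -0.85 for FOXO1 targets, 0.42 for cell cycle, 1.01 for V(D)J recombination and DP program, -1.33 for maturation and egress, -0.0671 for CD4/CD8 lineage and -3.16 for interferon response in cluster 8 against 4. Others were -1.46 for NOTCH targets, -0.38 for maturation and egress and -0.87 for interferon response between genotypes in thymocytes, and -0.00630 for MYC targets between genotypes in cluster 2. Others were 0.0636 for interferon response between genotypes in cluster 4, and -0.19 for cell cycle between genotypes in cluster 5. The folds of S100a8 in cluster 7 over 4 and of Ccne1 in cluster 8 over 4 stood at 0, and that of Hist1h1b in cluster 4 between genotypes at 0.697.

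Without cell cycle regression, score differences were for calcium -0.00709 (7 minus 2), 0.00105 (within 2) and -0.00246 (within 5), and for PI3K/AKT -0.00115 (within 4). The JNK score differed by 0.00127 (within 4), and the P38 score by -0.00211 (7 minus 2). The NFκB score differed by 0.00189 (7 minus 4).

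With clustering that left out the pathway genes and Myc, score differences were for calcium -0.000591 (within 2) and 0.00123 (within 5). The Pten del share of the thymic cells of cluster 8 was 100%.

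At a resolution of 0.4, score differences were for calcium -0.000154 (within 2) and 0.000231 (within 5).

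At a resolution of 1.2, score differences were for calcium 0.000976 (within 2) and 0.00103 (within 5), and for ERK 0.00161 (7 minus 4). The number of clusters was 11.

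With up to 20% mitochondrial UMIs, score differences were for calcium -0.0000770 (within 2), and for PI3K/AKT -0.00152 (within 4). The JNK score differed by 0.000910 (within 4).

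Without cells of a Scrublet score above 0.2, score differences were for calcium 0.000462 (within 2) and 0.00110 (within 5), and for PI3K/AKT 0.00215 (7 minus 4) and -0.00122 (within 4). Scores of JNK differed by -0.00196 (8 minus 4) and 0.000592 (within 4), and the ERK score by -0.000551 (7 minus 4).

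With genes from 5 UMIs on, list medians were -2.06 for NOTCH targets in cluster 7 against 2, and -1.03 for FOXO1 targets and 0.0355 for NOTCH targets in cluster 8 against 2. Others were 0.00627 for NOTCH targets between genotypes in cluster 4.

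Scaled by the median of ratios, Itpr2 stood at 0.376-fold in cluster 7 against cluster 2 and at 0.695-fold in Pten del against Control thymocytes. Without cells whose hashtag went against their sex-linked UMIs, the Pten del shares of clusters 7 and 8 were 99% and 100%. Without the cell with most Elane UMIs, the folds of Prtn3 and S100a8 in cluster 7 against cluster 4 were both 0.0788, and those of Ms4a3, Ctsg and Mpo were 0.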

Differences from the paper's values

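The medians of the AUCell scores given here were lower than in the paper's figures by more than 1.5 times, except the NFκB medians of clusters 7 and 8 (0.0662 and 0.0665), which lie within 1.5 times the paper's, while most of the differences between clusters have the direction that the figures show. For the PI3K/AKT score in clusters 2, 4, 7 and 8, the paper's medians were about 0.14, about 0.14, about 0.15 and about 0.15 in Fig. 1E, read by eye, and those computed here were 0.0795, 0.0799, 0.0832 and 0.0873. For the calcium score in clusters 2, 4, 7 and 8, the paper's medians were about 0.07, about 0.085, about 0.045 and about 0.034 in Fig. 1E, read by eye, and those computed here were 0.0348, 0.0427, 0.0194 and 0.0151. For the JNK score in clusters 2, 4, 7 and 8, the paper's medians were about 0.13, about 0.12, about 0.086 and about 0.097 in Supplementary Figure 5, read by eye, and those computed here were 0.0703, 0.0590, 0.0489 and 0.0557. For the ERK score in clusters 2, 4, 7 and 8, the paper's medians were about 0.078, about 0.086, about 0.092 and about 0.089 in Supplementary Figure 5, read by eye, and those computed here were 0.0306, 0.0351, 0.0360 and 0.0406. For the P38 score in clusters 2, 4, 7 and 8, the paper's medians were about 0.092, about 0.11, about 0.089 and about 0.091 in Supplementary Figure 5, read by eye, and those computed here were 0.0526, 0.0624, 0.0457 and 0.0452. For the NFκB score in clusters 2 and 4, the paper's medians were about 0.095 and about 0.12 in Supplementary Figure 5, read by eye, and those computed here were 0.0474 and 0.0606.

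In Supplementary Figure 7, the paper's median calcium scores of Pten del and Control cells were about 0.072 and about 0.072 in cluster 2, about 0.073 and about 0.092 in cluster 4 and about 0.11 and about 0.11 in cluster 5, read by eye. Those computed here were 0.0350 and 0.0348, 0.0341 and 0.0525, and 0.0699 and 0.0675.

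Of the alternatives set before the data were examined, AUCell over the top 10% of genes brought each of these medians within 1.5 times the paper's. Clustering without the pathway genes and Myc, no cell cycle regression, the other resolutions, up to 20% mitochondrial UMIs, means in place of medians, the sets without AP-1 genes, thinning to 2000 UMIs and cells in G1 did not, except for the JNK median of cluster 8 among cells in G1. Ranking the genes of the whole matrix, chosen after seeing the values, left 0 of 30 medians outside 1.5 times the paper's.

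For NFκB, the figure shows lower medians in clusters 7 and 8 than in cluster 4 and in cluster 8 than in cluster 2, whereas the differences here were 0.00559, 0.00591 and 0.0191, and -0.0196, -0.0313 and -0.0102 over the top 10% of genes. The paper states that the PI3K/AKT pathway is up-regulated in clusters 7 and 8. The score was higher here by 0.00367, 0.00335, 0.00780 and 0.00748 (7 minus 2, 7 minus 4, 8 minus 2, 8 minus 4), but thinning to 2000 UMIs turned these differences to -0.00989, -0.00254, -0.0108 and -0.00342. The list medians were -0.41, -0.23, -0.37 and -0.12 on the log2 scale. They did not stand out among the random lists, and the median of ratios raises them by 0.41 against cluster 2 and by 0.17 against cluster 4. They thus show no clear fall of the list relative to other genes. The paper states that calcium, of the TCR pathways, has the most significant p-value of its z-test, which takes cells as replicates. By the difference of medians, JNK (-0.0214) and NFκB (0.0188) differed by more than calcium (-0.0154) between clusters 7 and 2, while calcium differed most of the 5 in the other comparisons (-0.0233, -0.0197 and -0.0275). Unlike a z-test, these differences are not scaled by spread. The SDs over the cells of cluster 2 were 0.0458 for JNK, 0.0320 for NFκB and 0.0280 for calcium, so the order need not match the paper's. These orders changed with the processing, in which the ranking over the whole matrix and 4000 UMIs were chosen after seeing the values. NFκB in 7 minus 2 was 0.00153 over the top 10% of genes and 0.000280 with genes ranked over the whole matrix, against -0.0262 and -0.0223 for calcium. In 7 minus 4, JNK was -0.0347 and calcium -0.0337 over the top 10%, and P38 was -0.0227 and calcium -0.0202 at 2000 UMIs. In 8 minus 2, JNK was -0.0272 and calcium -0.0213 at 2000 UMIs, and P38 was -0.0187 and calcium -0.0115 at 4000 UMIs. The paper states that calcium scores of non-tumor Pten del and Control cells are similar. Here the median of Pten del cells minus that of Control cells was -0.0184 in cluster 4, where the medians in the figure also lie lower in Pten del cells, while it was 0.000128 in cluster 2 and 0.00241 in cluster 5. The paper lists a cluster of dying cells, which formed no cluster of its own here in the final clustering.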

Other observations

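Thymocytes of the Pten del mouse as a whole held more transcripts of growth genes and fewer of signaling and interferon genes than those of the Control mouse. Of the MYC targets, 34 of 35 were higher (median log2 fold 0.46), and glycolysis (0.55), cholesterol synthesis (0.51), cell cycle (0.26) and oxidative phosphorylation genes (0.25) were higher at the median. Interferon response genes were lower, 14 of 14 (median -1.85), as were FOXO1 targets (-1.06), maturation and egress genes (-0.99) and 9 of 10 NOTCH targets (-2.32), with the NOTCH regulator gene Dtx1 at 0.132 (0.0886 to 0.193)-fold and Il2ra at 0.152 (0.115 to 0.199)-fold. TCR-induced genes (-0.67), dissociation genes (-0.58), T-ALL genes (-0.53), proximal TCR signaling genes (-0.45), CD4/CD8 lineage genes (-0.44), PI3K/AKT regulators (-0.42), Calcium (-0.41), JNK (-0.35), V(D)J and DP program genes (-0.35), NFκB (-0.31) and calcium handling genes (-0.28) were lower at the median. P38 (-0.25), ERK (-0.21), PI3K/AKT (-0.03) and ITPR degradation (-0.02) genes lay at percentiles from 12.9 to 77 of the random lists. These values mix genotype with the cells that clusters 1, 7 and 8 take from each mouse, and the median of ratios raises each by 0.17, which turns PI3K/AKT to 0.13 and ITPR degradation to 0.15.

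Within clusters 2, 4 and 5, in that order, the medians of Pten del against Control cells were -0.28, -0.31 and -0.22 for FOXO1 targets, -1.32, -0.20 and 0.09 for interferon response genes, 0.35, 0.16 and 0.01 for glycolysis genes (the last of them -0.02 by the median of ratios), 0.24, 0.31 and 0.38 for cholesterol synthesis genes and -0.05, 0.27 and 0.44 for cell cycle genes. In cluster 4, TCR-induced genes had a median of -0.39, dissociation genes of -0.24 and proximal TCR signaling genes of -0.11. Signs turned in some of these: with every cell thinned to 2000 UMIs, the medians were 0.0560 for interferon response and 0.0242 for proximal TCR signaling genes in cluster 4 and -0.0987 for cholesterol synthesis and -0.0929 for cell cycle genes in cluster 5, and among cells in G1 they were 0.0636 for interferon response genes in cluster 4 and -0.19 for cell cycle genes in cluster 5. In cluster 4, the anti-apoptotic gene Bcl2 stood at 0.392 (0.316 to 0.484)-fold its Control level, Id3, which TCR signals induce, at 0.301 (0.239 to 0.376)-fold, the homing receptor gene Sell at 0.530 (0.382 to 0.731)-fold and Rora at 5.18 (3.14 to 8.98)-fold. In cluster 2, Ifi27l2a was at 0.0958 (0.0426 to 0.189)-fold, and in cluster 5, Bcl2 was at 0.455 (0.351 to 0.584)-fold and Cd8b1 at 2.44 (1.82 to 3.29)-fold. In clusters 4 and 5 a larger share of the Pten del than of the Control cells was splenic, so these values mix organ with genotype.

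The genes of the inositol trisphosphate receptors were lower in Pten del than in Control thymocytes as a whole, a mix of clusters in which clusters 7 and 8 come from the Pten del mouse almost alone: Itpr1 at 14.6 (11.9 to 17.7) against 37.0 (30.8 to 44.1) CPM, Itpr2 at 117 (109 to 125) against 189 (174 to 204) CPM and Itpr3 at 12.9 (10.4 to 15.8) against 20.0 (15.5 to 25.4) CPM. In cluster 7, Itpr1 stood at 7.39 (5.09 to 10.4), Itpr2 at 84.8 (76.5 to 93.8) and Itpr3 at 9.63 (6.97 to 13.0) CPM, against 67.2 (52.6 to 84.6), 299 (267 to 333) and 18.7 (11.4 to 28.8) in cluster 2 and 26.3 (19.8 to 34.2), 154 (138 to 172) and 27.7 (21.0 to 35.8) in cluster 4. Within clusters 2 and 4, in that order, the folds of Pten del against Control cells were 0.972 (0.593 to 1.59) and 0.794 (0.446 to 1.40) for Itpr1, 0.923 (0.736 to 1.16) and 1.02 (0.814 to 1.28) for Itpr2 and 0.889 (0.325 to 2.36) and 1.26 (0.729 to 2.21) for Itpr3, each within counting error of 1, and within cluster 5 they were 0.413 (0.164 to 0.922), 1.01 (0.770 to 1.31) and 0.516 (0.201 to 1.19). The folds within cluster 5 mix organ with genotype, since a larger share of its Pten del than of its Control cells was splenic. In cluster 8 the levels were 8.04 (2.95 to 17.5), 75 (56.7 to 97.4) and 6.70 (2.17 to 15.6) CPM.

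The samples with the word unfit in their hashtag had 632 cells and a median of 24856 UMIs in the Ptendel thymus, 83 cells and a median of 25611 UMIs in the Ptendel spleen, 599 cells and a median of 2794 UMIs in the Wt thymus and 116 cells and a median of 5362 UMIs in the Wt spleen. Between the Ptendel and Wt samples, the medians in thymus and spleen were -2.01 and -1.89 for FOXO1 targets, -1.18 and -0.72 for proximal TCR signaling, -1.72 and -2.90 for interferon response, -3.96 and -1.22 for NOTCH targets, -0.79 and -0.71 for Calcium, -0.26 and -0.07 for PI3K/AKT and -0.23 and 0.85 for cholesterol synthesis genes.

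The mice of the OT-II pair differed in sex, with Xist at 1153 CPM and Y-linked genes at 2.22 CPM in Pten del thymocytes and at 63.8 and 216 CPM in Control thymocytes. The unfit samples had the opposite pattern. One cell of cluster 7, with 41899 UMIs, held 99.8% of the Elane UMIs of the cluster, 99.9% of those of Prtn3 and 100% of those of Mpo, genes of granulocyte precursors, and no UMI of Cd4, Cd8b1 or Cd3e.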
